# Hypomorphic mutation of the mouse Huntington’s disease gene orthologue

**DOI:** 10.1371/journal.pgen.1007765

**Published:** 2019-03-21

**Authors:** Vidya Murthy, Toma Tebaldi, Toshimi Yoshida, Serkan Erdin, Teresa Calzonetti, Ravi Vijayvargia, Takshashila Tripathi, Emanuela Kerschbamer, Ihn Sik Seong, Alessandro Quattrone, Michael E. Talkowski, James F. Gusella, Katia Georgopoulos, Marcy E. MacDonald, Marta Biagioli

## Abstract

Rare individuals with inactivating mutations in the Huntington’s disease gene (*HTT*) exhibit variable abnormalities that imply essential *HTT* roles during organ development. Here we report phenotypes produced when increasingly severe hypomorphic mutations in the murine *HTT* orthologue *Htt*, (*Hdh*^neoQ20^, *Hdh*^neoQ50^, *Hdh*^neoQ111^), were placed over a null allele (*Hdh*^ex4/5^). The most severe hypomorphic allele failed to rescue null lethality at gastrulation, while the intermediate, though still severe, alleles yielded recessive perinatal lethality and a variety of fetal abnormalities affecting body size, skin, skeletal and ear formation, and transient defects in hematopoiesis. Comparative molecular analysis of wild-type and *Htt*-null retinoic acid-differentiated cells revealed gene network dysregulation associated with organ development that nominate polycomb repressive complexes and miRNAs as molecular mediators. Together these findings demonstrate that *Htt* is required both pre- and post-gastrulation to support normal development.

## Author summary

The *HTT* gene mutated in Huntington’s Disease (HD) has essential roles during normal development. However, still not fully understood are the functional consequences of its partial inactivation. Our genetic study provides a comprehensive description of the effects of progressively more severe decreases in expression of *Htt*, the murine *HTT* counterpart. The most severe *Htt* decrease leads to lethality of early embryos, while intermediate but still severely reduced *Htt* dosages yield a variety of recessively inherited developmental abnormalities affecting body size, skin, skeletal and ear formation, and hematopoiesis. Comparative molecular analysis of differentiating wild-type cells and cells lacking *Htt* function further elucidate genes networks dysregulated during organ development. These nominate chromatin regulators and short non-coding RNAs as key molecular mediators. Together these findings demonstrate that *Htt* is required from conception to support normal embryonic and fetal development.

## Introduction

Huntington’s Disease (HD) is a dominantly inherited neurodegenerative disorder characterized by motor, cognitive and behavioral signs, generally of mid-life onset [1]. HD is caused by an unstable CAG trinucleotide repeat expansion in the 4p16.3 gene *HTT* (previously *HD*) [2]. The size of the expanded repeat is strongly correlated with age at onset but genetic variants at other loci, including DNA maintenance genes involved in somatic repeat instability, can modify the rate of pathogenesis [3].

Though knowledge of the pathogenic rate driver is emerging from HD genetic studies, it is not yet evident which aspect of the *HTT* expansion mutation is harmful to the cellular targets whose dysfunction or demise contributes to the disorder. The observation that CAG repeat expansions at different unrelated genes yield distinct neurological disorders argues that the harmful entity may be at the level of the *HTT*-encoded protein (huntingtin), through some opportunity afforded by the mutant protein’s normal function [4]. Consistent with this hypothesis, HD CAG expansion homozygotes exhibit onset similar to HD heterozygotes [5] and *HTT* inactivating mutations do not produce HD. Instead, rare humans with a single functional *HTT* copy [6], and mice with a single functional *HTT* orthologue (*Htt*, previously *Hdh*), whether a wild-type or a CAG repeat knock-in allele [7–9], are unremarkable. By contrast, complete inactivation of both alleles is early embryonic lethal [7,10,11].

The essential role played by *HTT* early in development is hypothesized, from genetic studies in the mouse, to intersect with chromatin regulation, influencing for example, the histone methyltransferase polycomb repressive complex 2 (PRC2) [12–14], although the lethality of null alleles has hampered studies later in development [7]. However, a recent report of a family segregating two rare, apparently incompletely inactivating *HTT* mutations [15,16], emphatically demonstrates that *HTT* is also essential for proper development of the brain and possibly other organs, as compound heterozygote children exhibit variable neurodevelopmental features, including motor disturbance, hypotonia, abnormal cranial circumference and small stature, as well as early death (OMIM: 617435) [16]. These observations are generally consistent with findings from genetic studies with members of a hypomorphic allelic series of flox-pGKneo-in CAG repeat knock-in mouse lines. *Hdh*^neoQ20^, *Hdh*^neoQ50^ and *Hdh*^neoQ111^ mice carry a mild, intermediate and severe hypomorphic neo-in allele, respectively, as judged by immunoblot analysis of cultured ES cells and brain tissue [8,9,17,18]. Compound heterozygotes with combinations of these alleles, as well as homozygotes, exhibit a number of evident, variable abnormalities, involving brain development, movement deficits, decreased body size and reduced survival [9,17,18].

We have systematically evaluated each of the neo-in CAG repeat knock-in alleles for the ability to support proper development when placed over the same *Hdh*^ex4/5^ null allele in order to assess the extent to which dosage of the HD gene mouse orthologue, below a single functional copy, is essential for normal development and to uncover processes sensitive to gene dosage. Our findings, augmented by molecular analysis of *Hdh*^ex4/5^ embryonic stem cells (ESC) and retinoic acid differentiated cells, indicate that in addition to the brain, the proper development of several other organ systems requires huntingtin, as revealed by different recessive developmental blocks that are by-passed at different dosages. Our data also highlight potentially responsible regulatory factors and networks that are sensitive to inactivating mutation of *Htt*.

## Results

### *Hdh*^neoQ20^, *Hdh*^neoQ50^, *Hdh*^neoQ111^ hypomorphic mutation and *Hdh*^ex4/5^ null rescue

*Hdh*^neoQ20^, *Hdh*^neoQ50^ and *Hdh*^neoQ111^ mice were bred to *Hdh*^ex4/5^ mice, with a targeted null allele [7], and their progeny were genotyped at weaning and at earlier stages, to assess the ability of each hypomorphic allele to rescue the early embryonic lethality at ~E7.5–8.0 imposed by complete gene inactivation. The results, summarized in Tables 1–3, indicate the expected Mendelian ratio for progeny with wild-type alleles, at all ages, but revealed lethality for hypomorph mutation hemizygotes (with the *Hdh*^ex4/5^ null allele) beginning at progressively earlier stages with increased severity of inactivation. The *Hdh*^neoQ20^/*Hdh*^ex4/5^ diplotype was recovered at the expected Mendelian ratio at E14.5 and embryos appeared normal, while the *Hdh*^neoQ50/ex4/5^ was recovered at the expected Mendelian ratio at E10-12.5 but the embryos were smaller than wild-type. Finally, the *Hdh*^neoQ111^/*Hdh*^ex4/5^ diplotype was seen at E8.5, though all embryos had the abnormal sock-like appearance of *Hdh*^ex4/5^/*Hdh*^ex4/5^ null embryos just post-gastrulation, lacking head-folds (Fig 1A). *Hdh*^neoQ111^/*Hdh*^ex4/5^ embryos (non-resorbed) were not observed at later stages. *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ survivors were recovered at later stages but these died perinatally and at birth, respectively, displaying abnormalities that increased in severity with the gradient of inactivation *Hdh*^neoQ20^/*Hdh*^ex4/5^ < *Hdh*^neoQ50^/*Hdh*^ex4/5^: dome shaped cranium-to-overt exencephaly and mild-to-robustly decreased height and weight (Fig 1A–1E).

**Fig 1:**
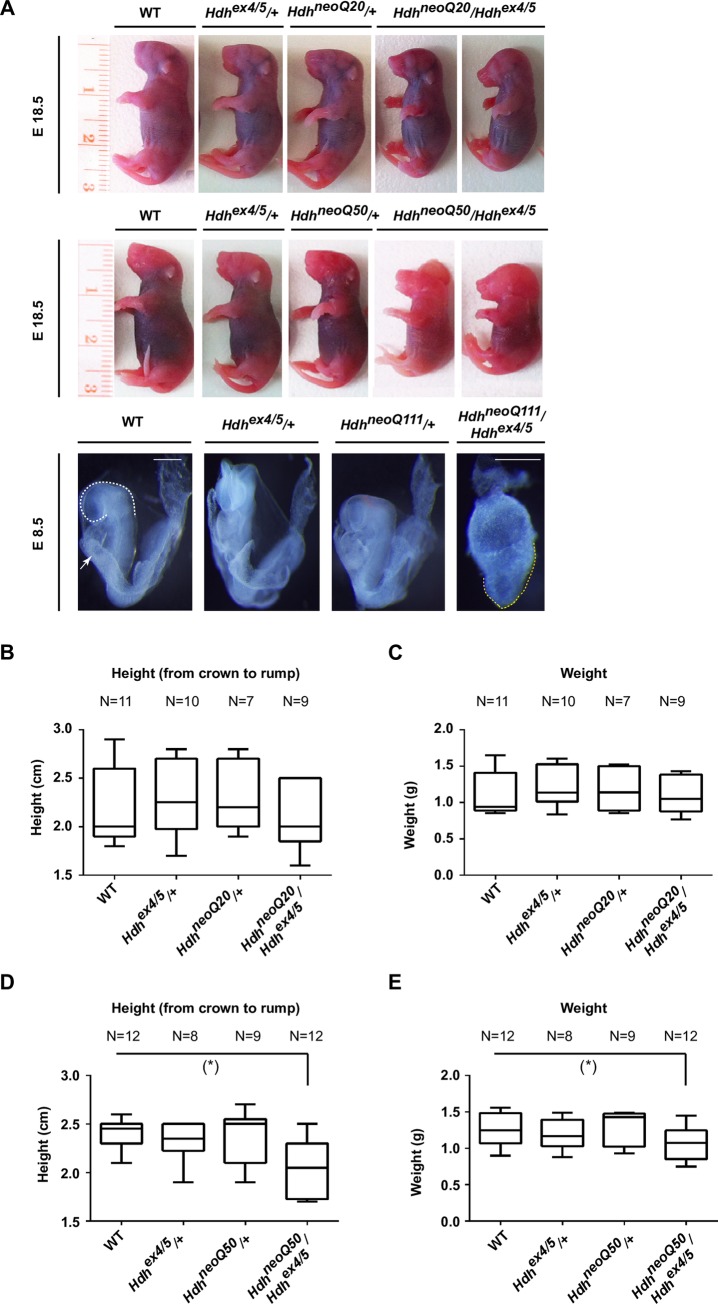
*Hdh*^neoQ20^/*Hdh*^ex4/5^, *Hdh*^neoQ50^/*Hdh*^ex4/5^ and *Hdh*^neoQ111^/*Hdh*^ex4/5^ hypomorphic embryos. **A)** Representative pictures of wild-type (WT), *Hdh*^ex4/5/+^, *Hdh*^neoQ20/+^, *Hdh*^neoQ50/+^, *Hdh*^neoQ111/+^, *Hdh*^neoQ20^/*Hdh*^ex4/5^, *Hdh*^neoQ50^/*Hdh*^ex4/5^ and *Hdh*^neoQ111^/*Hdh*^ex4/5^ embryos. The size and the shape of embryos with different genotypes is shown at E18.5 for animals generated by crossing *Hdh*^neoQ20/+^ with *Hdh*^ex4/5/+^ mice and *Hdh*^neoQ50/+^ with *Hdh*^ex4/5/+^ mice. For embryos generated by crossing *Hdh*^neoQ111/+^ with *Hdh*^ex4/5/+^ mice, representative pictures were taken at E 8.5. Dashed white line in the WT image outlines the rostral part of the forebrain headfolds and the white arrow points to the heart. The yellow dashed lines in the *Hdh*^neoQ111^/*Hdh*^ex4/5^ images depict anterior endoderm in the late stage streak embryo, typical of a mouse developmental stage of E7.5. Scale bar = 300μm. Tables 1–3 summarizes the appearances of all embryos analyzed and the penetrance of the phenotypes. **B-C)** Box-and-whisker graphs show quartiles of height in cm (cm) and weight in grams (g) of different genotypic groups of animals generated by crossing *Hdh*^neoQ20/+^ with *Hdh*^ex4/5/+^ mice. The median is indicated and whiskers indicate 1.5XIQR. The number (N) of animals for each group is indicated above. Error bars represent standard deviations from the mean. **D-E)** Box-and-whisker graphs show quartiles of height in cm (cm) and weight in grams (g) of different genotypic groups of animals generated by crossing *Hdh*^neoQ50/+^ with *Hdh*^ex4/5/+^ mice. The median is indicated and whiskers indicate 1.5XIQR. The number (N) of animals for each group is indicated above. A significant reduction in size of *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos is noted. P value < 0.05 (*). Error bars represent standard deviations from the mean.

**Table 1:** Related to Fig 1 phenotypes. The table summarizes the total number of animals per litter and the percentages of normal and abnormal embryos/animals obtained at each specific developmental stage from *Hdh*^neoQ20^/+ x *Hdh*^ex4/5^/+ crosses. Data are related to Fig 1.

		WT		*Hdh*^neoQ20^/+		*Hdh*^ex4/5^/+		*Hdh*^neoQ20^/*Hdh*^ex4/5^	
Age (d.p.c)	Total number (Litters)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)
P0 Birth	13 (1)	5/5 (100)	0/5 (0)	3/3 (100)	0/0 (0)	4/4 (100)	0/4 (0)	0/1 (0)	1/1 (100)*
E18.5	82 (6)	17/17 (100)	0/17 (0)	23/23 (100)	0/23 (0)	20/20 (100)	0/20 (0)	0/22 (0)	22/22 (100)**
E14.5	13 (1)	5/5 (100)	0/5 (0)	2/2 (100)	0/2 (0)	3/3 (100)	0/3 (0)	3/3 (100)	0/3 (0)
E11.5	22 (2)	8/8 (100)	0 /8 (0)	8/8 (100)	0/8 (0)	4/4 (100)	0/4 (0)	2/2 (100)	0/2 (0)

*1 small with mild dome head

**17 small with mild dome head, 1 aborted, 4 resorbed

**Table 2:** Related to Fig 1 phenotypes. The table summarizes the total number of animals per litter and the percentages of normal and abnormal embryos/animals obtained at each specific developmental stage from *Hdh*^neoQ50^/+ x *Hdh*^ex4/5^/+ crosses. Data are related to Fig 1.

		WT		*Hdh*^neoQ50^/+		*Hdh*^ex4/5^/+		*Hdh*^neoQ50^/*Hdh*^ex4/5^	
Age (d.p.c)	Total number (Litters)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)
P0 Birth	16 (2)	3/3 (100)	0/3 (0)	10/10 (100)	0/10 (0)	3/3 (100)	0/3 (0)	0/0 (0)	0/0 (0)
E18.5	267 (20)	81/81 (100)	0/81 (0)	71/71 (100)	0/71 (0)	56/56 (100)	0/56 (0)	0/59 (0)	59/59 (100)*
E14.5/ E15.5	32 (3)	6/6 (100)	0/6 (0)	11/11 (100)	0/11 (0)	6/6 (100)	0/6 (0)	0/9 (0)	9/9 (100)**
E12.5/ E13	25 (2)	8/8 (100)	0/8 (0)	6/6 (100)	0/6 (0)	4/4 (100)	0/4 (0)	0/7 (0)	7/7 (100)***
E10.5/ E11	24 (2)	6/6 (100)	0/6 (0)	7/7 (100)	0/7 (0)	5/5 (100)	0/5 (0)	0/7 (0)	6/6 (100)***

*31 small with dome head, 5 small with exencephaly, 14 aborted, 9 resorbed

**6 dome head, 3 resorbed

***all small

**Table 3:** Related to Fig 1 phenotypes. The table summarizes the total number of animals per litter and the percentages of normal and abnormal embryos/animals obtained at each specific developmental stage from *Hdh*^neoQ111^/+ x *Hdh*^ex4/5^/+ crosses. Data are related to Fig 1.

		WT		*Hdh*^neoQ111^/+		*Hdh*^ex4/5^/+		*Hdh*^neoQ111^*/Hdh*^ex4/5^	
Age (d.p.c)	Total number (Litters)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)	Normal (%)	Abnormal (%)
E18.5	30 (3)	8/8 (100)	0/8 (0)	9/9 (100)	0/9 (0)	13/13 (100)	0/13 (0)	0/0 (0)	0/0 (0)
E14.5	13 (1)	4/4 (100)	0/4 (0)	3/3 (100)	0/3 (0)	2/2 (100)	0/2 (0)	0/4 (0)	4/4 (100)*
E10.5	10 (1)	5/5 (100)	0/5 (0)	4/4 (100)	0/4 (0)	1/1 (100)	0/1 (0)	0/0 (0)	0/0 (0)
E9	12 (1)	4/4 (100)	0/4 (0)	1/1 (100)	0/1 (0)	4/4 (100)	0/4 (0)	0/3 (0)	3/3 (100)**
E8.5	37 (3)	12/12 (100)	0/12 (0)	7/7 (100)	0/7 (0)	5/5 (100)	0/5 (0)	0/13 (0)	13/13 (100)**

* resorbed

**delayed sock-like embryonic portion

### *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ have deficits in multiple organ systems

In previous studies of *Hdh*^ex4/5^/*Hdh*^ex4/5^ null embryos, embryoid bodies (EBs), as well as cultured ESC and neuronal cells, we demonstrated that a functional *Htt* allele is required for proper PRC2 activity, during genome-wide deposition of H3K27me3 epigenetic chromatin marks [12,13]. We therefore surveyed *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos, mainly at E18.5, to evaluate a number of organ systems whose development is reported to require appropriate PRC2 activity and/or proper activity of its co-regulator polycomb repressive complex 1 (PRC1). Skeletal elements, ear development, skin barrier formation and fetal liver hematopoiesis were assessed.

### Skeleton

*Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos exhibited lumbar to sacral (L6 to the S1) vertebral transformation whose penetrance (20% and 30%, respectively) increased with the severity of inactivation. This abnormality was not observed in embryos with one wild-type allele (Fig 2A, Table 4). In addition, 50% of *Hdh*^neoQ20^/*Hdh*^ex4/5^ and 62.5% of *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos but none of the embryos with a wild-type allele displayed variable abnormalities of the sternum and xyphoid process (Fig 2B, Table 4), although the phenotypes were distinct. The *Hdh*^neoQ50^/*Hdh*^ex4/5^ xyphoid process was narrow, with reduced ossification, while the *Hdh*^neoQ20^/*Hdh*^ex4/5^ process was fenestrated. Furthermore, the tip of the *Hdh*^neoQ50^/*Hdh*^ex4/5^ sternum was bent inward, perhaps to accommodate a narrower thoracic cavity (Fig 2B, Table 4). The cervical vertebrae gap (C1 to C2 gap) was abnormally increased in 100% of *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos, perhaps secondary to the domed cranium and/or exencephaly (Fig 2C and 2D, Table 4). Variable hyoid bone and cartilage defects also increased with severity of the inactivating allele, such that 62% of *Hdh*^neoQ50^/*Hdh*^ex4/5^ and 10% of *Hdh*^neoQ20^/*Hdh*^ex4/5^ embryos had an abnormally short hyoid bone, greater horns and abnormal thyroid and cricoid cartilage morphology or spacing of the thyroid cartilage relative to the hyoid bone, respectively (Fig 2E, Table 4).

**Fig 2:**
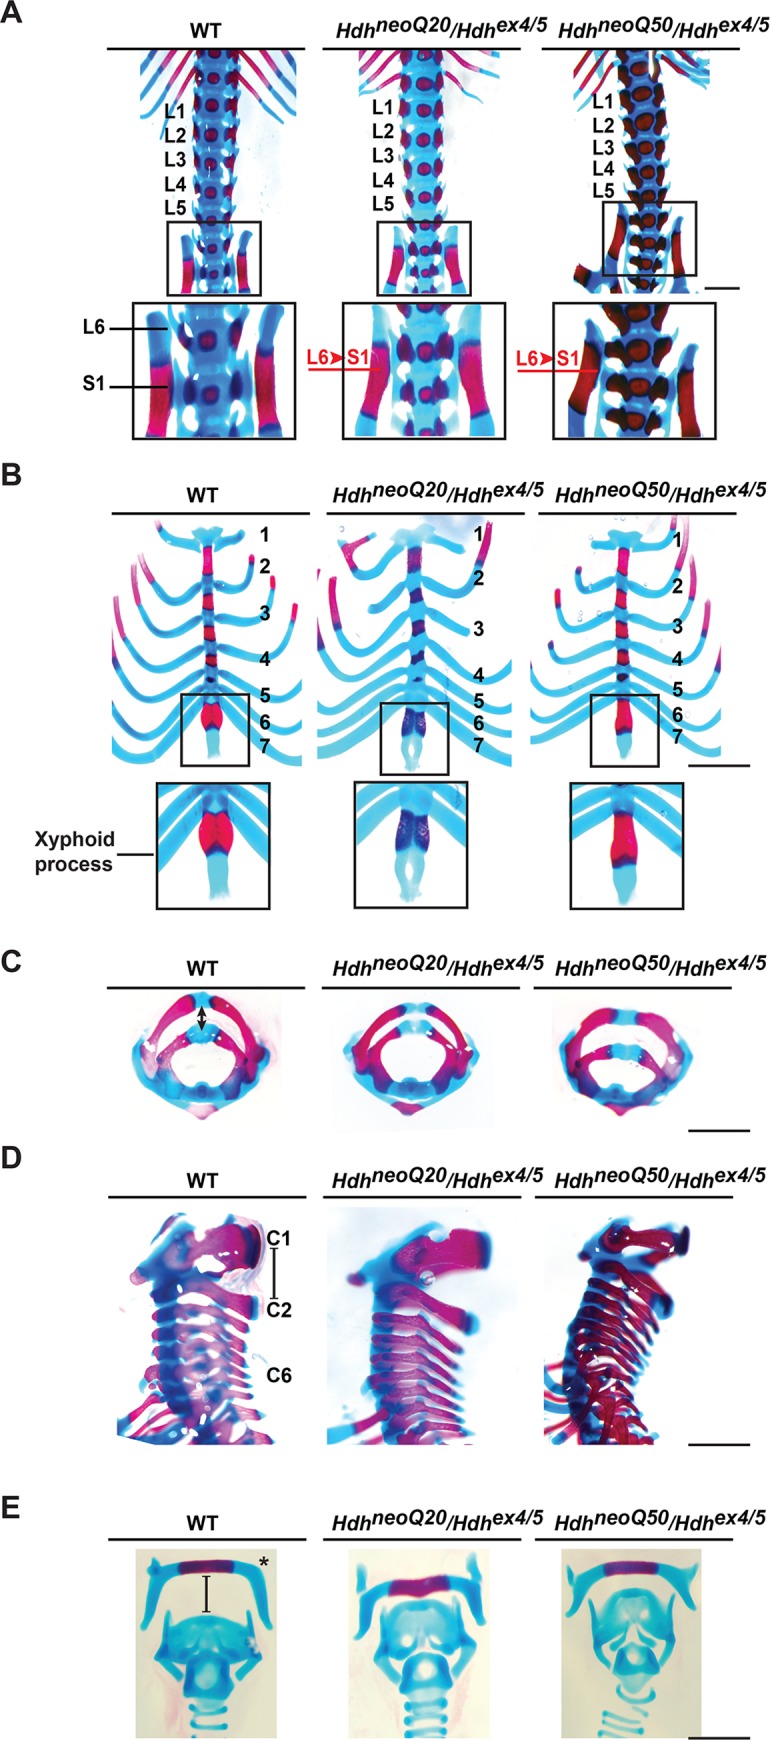
Skeletal defects in *Hdh*^neoQ20/^*Hdh*^ex4/5^ and *Hdh*^neoQ50/^*Hdh*^ex4/5^ hypomorphic embryos. Representative images of alcian blue and alizarin red-stained skeletal preparations from wild-type (WT), *Hdh*^neoQ20/^*Hdh*^ex4/5^, and *Hdh*^neoQ50/^*Hdh*^ex4/5^ E 18.5 embryos. **A)** Lumbar to sacral transformations (L6 to S1) in *Hdh*^neoQ20/^*Hdh*^ex4/5^ and *Hdh*^neoQ50/^*Hdh*^ex4/5^ embryos, where sacral area with the iliac bones is enlarged in the inset, L1 to L6 indicate lumbar vertebrae, T13 is the 13th thoracic vertebra and skeletal transformation is in red text. **B)** Defects in the sternum and xyphoid process of *Hdh*^neoQ20/^*Hdh*^ex4/5^, *Hdh*^neoQ50/^*Hdh*^ex4/5^ mice, enlarged in the insets, showing xyphoid process fenestration in *Hdh*^neoQ20/^*Hdh*^ex4/5^ embryos, with thoracic ribs numbered (black text). **C-D)** Cervical vertebrae defects in *Hdh*^neoQ20/^*Hdh*^ex4/5^ and *Hdh*^neoQ50/^*Hdh*^ex4/5^ animals, with the latter having an increase in the gap between C1 and C2 vertebrae, seen in horizontal (C) and vertical side (D) views. **E)** Defects in the morphology [greater horns (*)] and spacing between hyoid bone and cartilage structures, evident in the *Hdh*^neoQ50/^*Hdh*^ex4/5^ embryos. Scale bars in (A) and (B) = 1mm; scale bars in (C), (D), (E) = 500μm. See Table 4 for detailed description of the litters and quantitative analysis of the phenotypes.

**Table 4:** Related to Fig 2 Skeletal Phenotypes. The table summarizes the total number and the percentages of abnormal embryos presenting skeletal abnormalities (L6 to S1 transformation, Inverted Sternum tip, Six Vertebrosternal ribs, Fenestrated xiphoid process, T13 Aborted ribs, C1 to C2 gap, C1 to C2, C7 to T1, Hyoid defect) obtained for each genotype. Data are related to Fig 2.

Skeletal abnormalities	WT Abnormal (%)	*Hdh*^ex4/5^/+ Abnormal (%)	*Hdh*^neoQ20^/+ Abnormal (%)	*Hdh*^neoQ20^/*Hdh*^ex4/5^ Abnormal (%)	*Hdh*^neoQ50^/+ Abnormal (%)	*Hdh*^neoQ50^/*Hdh*^ex4/5^ Abnormal (%)
**L6 to S1**	0/8 (0)	0/8 (0)	0/6 (0)	1/6* (16.6)	0/6 (0)	2/8** (25)
**Inverted Sternum tip**	0/8 (0)	0/8 (0)	0/6 (0)	3/6 (50)	0/6 (0)	5/8 (62.5)
**Six Vertebrosternal ribs**	0/8 (0)	0/8 (0)	0/6 (0)	0/6 (0)	0/6 (0)	0/8 (0)
**Fenestrated xiphoid process**	0/8 (0)	0/8 (0)	0/6 (0)	4/6 (66.6)	0/6 (0)	0/8 (0)
**T13 Aborted ribs**	0/8 (0)	0/8 (0)	0/6 (0)	0/6 (0)	0/6 (0)	0/8 (0)
**C1 to C2 gap**	0/8 (0)	0/8 (0)	0/6 (0)	0/6 (0)	0/6 (0)	8/8 (100)
**C1 to C2**	0/8 (0)	0/8 (0)	0/6 (0)	0/6 (0)	0/6 (0)	0/8 (0)
**C7 to T1**	0/8 (0)	0/8 (0)	0/6 (0)	0/6 (0)	0/6 (0)	0/8 (0)
**Hyoid defect**	0/8 (0)	0/8 (0)	0/6 (0)	1/6 (16.6)	0/6 (0)	5/8 (62.5)

* Unilateral

** Bilateral phenotypes.

### Ear

External ear and middle ear structures were also abnormal, increasing with the severity of the mutant allele: 100% of *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos had (bilateral) hypoplastic pinna and occasionally lack of the structure, while 33% of *Hdh*^neoQ20^/*Hdh*^ex4/5^ had (unilateral) hypoplastic pinna (Fig 3A and 3B, Table 5). Impact on middle ear structures further distinguished the inactivating alleles. Whereas all *Hdh*^neoQ20^/*Hdh*^ex4/5^ embryos had middle ear components, 75% of *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos lacked the tympanic ring, gonium, malleus, incus, and the third ossicle stapes, although Meckel’s cartilage was intact (Fig 3C, Table 5). The squamous bone was hypoplastic (Fig 3D, Table 5). For both inactivating mutations, inner ear structures were normal. At E10.5, *Gsc* and *Hoxa2* expression in *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos was abnormal. *Gsc* mRNA, detected in the first and second branchial arches in wild-type embryos, was restricted to the first branchial arch. *Hoxa2* mRNA was reduced in intensity at the level of the branchial arches although intense staining was detected dorsally, suggesting a delayed or impaired migration of the neural-crest derived cells to colonize the arches, thereby possibly affecting the proper formation of ear structures (Fig 3E and 3F).

**Fig 3:**
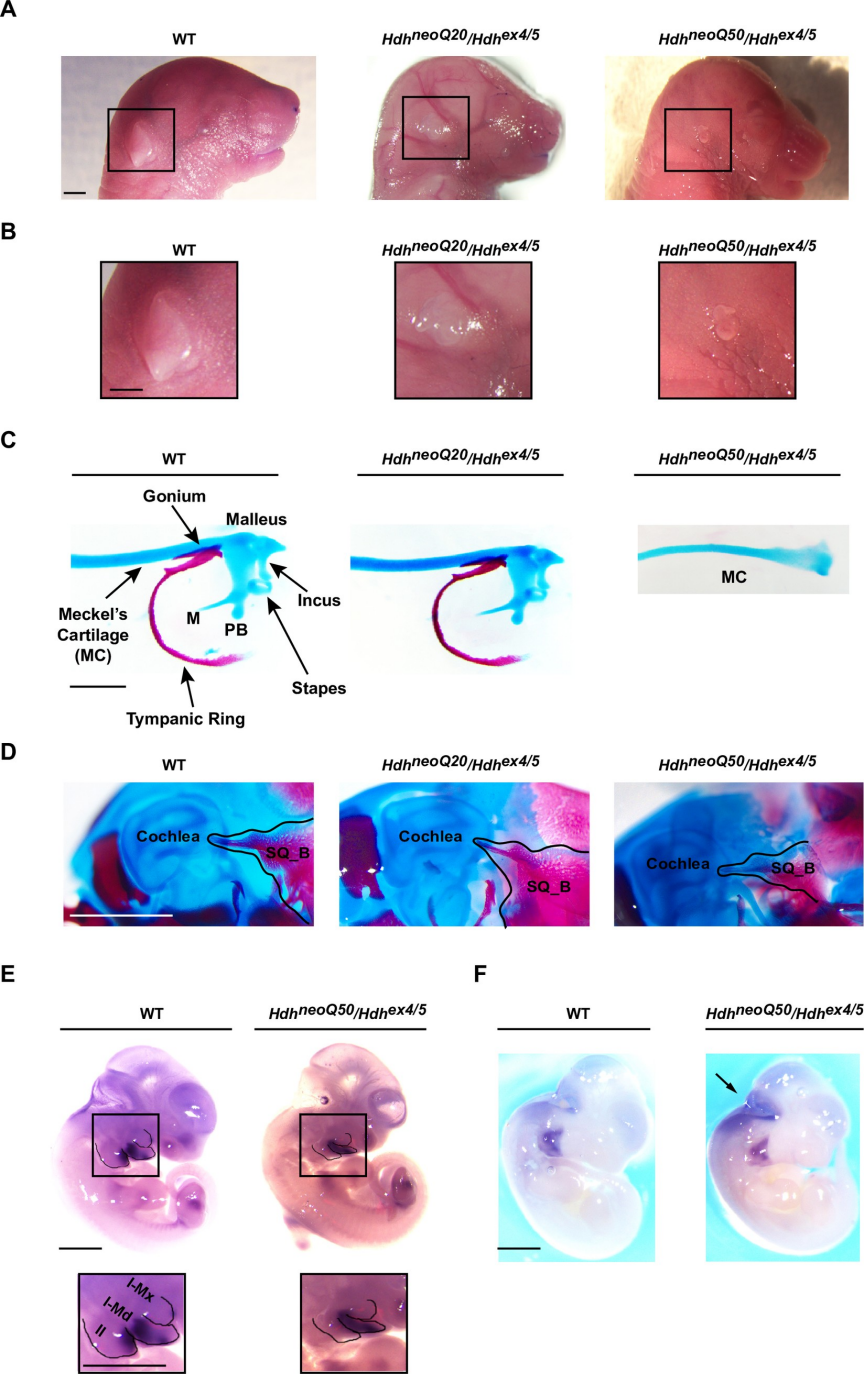
External and middle ear defects in *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ hypomorphic embryos. **A)** Representative images of wild-type (WT), *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ heads, showing altered morphology of external ear in *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ animals at E18.5. **B)** The region of the external ear is enlarged from (A) for each genotype, showing mis-shapen or missing external ears for the *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ animals. **C)** Representative images of alcian blue and alizarin red-stained middle ear preparations from wild-type (WT), *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ E18.5 embryos, showing severely altered middle ossicles in *Hdh*^neoQ50^/*Hdh*^ex4/5^ animals. Middle ear ossicles are indicated in the WT preparation: M = manubrium, PB = processus brevis. In *Hdh*^neoQ50^/*Hdh*^ex4/5^ animals, all the middle ear ossicles were absent, only the Meckel’s Cartilage (MC) was observed. **D)** Representative images of alcian blue and alizarin red-stained middle ear preparations from wild-type (WT), *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ E18.5 animals, showing hypoplastic squamous bone (SQ_B) in *Hdh*^neoQ20^/*Hdh*^ex4/5^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ animals. Black line delineates the squamosal bone. **E)** Whole mount *in situ* hybridization representative images showing altered *Gsc* mRNA localization in *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos at E11.5. The inset shows an enlarged view of the pharyngeal arches with *Gsc* transcript staining localized in the I-md and II arch in WT, but only localized in the first arch in *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos. Abbreviations: I-md = mandibular process of pharyngeal arch 1; I-mx = maxillary process of pharyngeal arch 1; II = pharyngeal arch 2. Dashed lines delineate pharyngeal arches. **F)** Whole mount *in situ* hybridization representative images showing altered *Hoxa2* mRNA localization in *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos at E11.5. The arrows indicate ectopic expression of *Hoxa2* transcript in the dorsal area of *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos. Scale bars, 1.5 mm for A-B; 400 μm for C-D; 1.5 mm for E-F.

**Table 5:** Related to Fig 3 Ear Phenotypes. The table summarizes the penetrance (percentages of abnormal embryos) of ear phenotypes (Hypoplastic External Ear, Loss of Middle Ear Structures, Hypoplastic Squamosal bone) obtained for each genotype. Data are related to Fig 3.

Penetrance of ear abnormalities	WT Abnormal (%)	*Hdh*^ex4/5^/+ Abnormal (%)	*Hdh*^neoQ20^/+ Abnormal (%)	*Hdh*^neoQ20^/*Hdh*^ex4/5^ Abnormal (%)	*Hdh*^neoQ50^/+ Abnormal (%)	*Hdh*^neoQ50^/*Hdh*^ex4/5^ Abnormal (%)
Hypoplastic External Ear	0/8 (0)	0/8 (0)	0/6 (0)	2/6* (33.3)	0/6 (0)	8/8** (100)
Loss of Middle Ear Structures	0/8 (0)	0/8 (0)	0/6 (0)	0/6 (0)	0/6 (0)	6/8** (75)
Hypoplastic Squamosal bone	0/8 (0)	0/8 (0)	0/6 (0)	0/6 (0)	0/6 (0)	8/8** (100)

* Unilateral

** Bilateral phenotypes.

### Skin barrier

E18.5 *Hdh*^neoQ20^/*Hdh*^ex4/5^ embryos, like embryos with a wild-type allele, excluded toluidine blue dye, demonstrating proper formation of the cornified layer that serves as the skin barrier, but 100% of the *Hdh*^neoQ50^/*Hdh*^ex4/5^ hypomorphs excluded dye from the dorsal, but not the ventral epidermis (Fig 4A). The four stratified layers of the epidermis (basal, spinous, granular, cornified) were present. However, immunoblot analysis indicated significant decreased levels of mature filaggrin (27 kDa, epidermal granular layer marker [19]) and profilaggrin processing intermediates (50–70 kDa), while loricrin (epidermal cornified layer marker) remained mostly unchanged (Fig 4B and 4C). *Hdh*^neoQ50^/*Hdh*^ex4/5^ ventral epidermis also exhibited decreased (88% reduction compared to wild-type) PCNA staining (S-phase cell cycle marker) and increased TdT-mediated dUTP nick-end labeling (TUNEL)-positive apoptotic cells, compared to wild-type (Fig 4C and 4D), consistent with failed differentiation.

**Fig 4:**
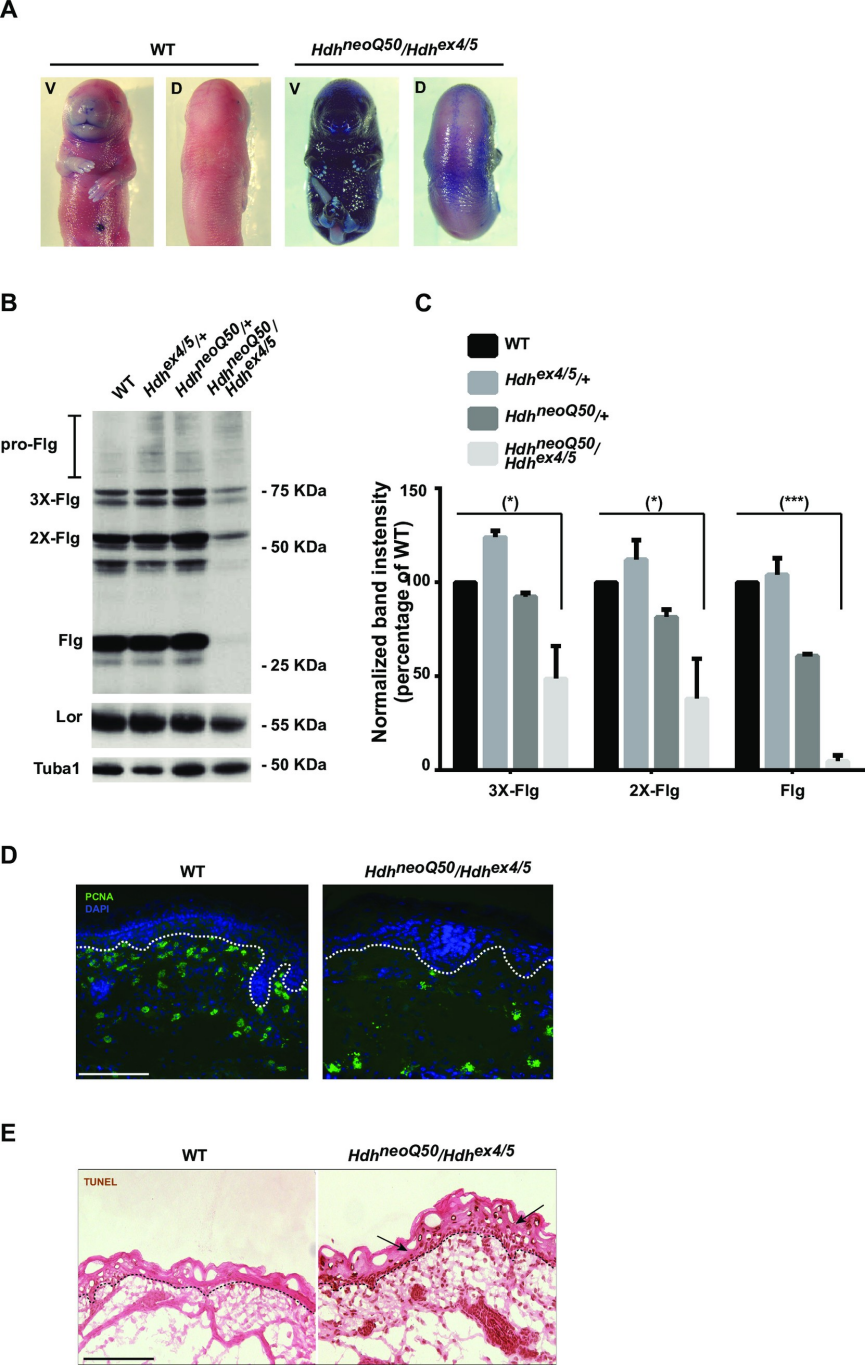
Skin defects in *Hdh*^neoQ50^/*Hdh*^ex4/5^ hypomorphic embryos. Representative images of wild-type (WT) and *Hdh*^neoQ50^/*Hdh*^ex4/5^ animals, at E18.5. **A)** At E18.5, following toluidine-blue dye exclusion assay, WT animal shows a functional epidermal barrier but *Hdh*^neoQ50^/*Hdh*^ex4/5^ animal has a compromised epidermal barrier on the ventral surface. **B)** Immunoblot analyses of WT, *Hdh*^ex4/5/+^, *Hdh*^neoQ50/+^ and *Hdh*^neoQ50^/*Hdh*^ex4/5^ skin protein extracts (E18.5). Bands of Pro-filaggrin (pro-Flg, 2X-Flg, 3X-Flg) at 50–70 KDa and higher molecular weight bands and processed filaggrin (Flg) at 27 KDa were detected in all samples but were decreased in *Hdh*^neoQ50^/*Hdh*^ex4/5^ extracts. The bands of Loricrin (Lor) and alpha-tubulin (Tuba1) were similar in all samples. **C)** Bar graphs summarizing skin-extract protein immunoblot band signal-intensity (relative to WT), expressed as standard deviation of 3 biologic replicates using 2 mice each, as quantified by Image J software. Unpaired *t-test*. P value < 0.05 (*), P < 0.0001 (***). **D)** Representative images of cryostat-sectioned skin tissue, with DAPI stained nuclei to show reduced staining of the PCNA proliferation marker in *Hdh*^neoQ50^/*Hdh*^ex4/5^ skin. Green = PCNA staining; Blue = DAPI-stained nuclei. Dashed lines depict the cornified basal epidermal layer. All images were taken using a fluorescent 20X objective. Scale bars: 50μm **E)** Representative images of cryostat-sectioned skin tissue stained with TUNEL assay to quantify apoptotic cell death (arrows) in WT and *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos. Dashed lines depict the cornified basal epidermal layer. All images were taken using a phase-contrast 20X objective. Scale bars: 50μm.

### Hematopoiesis

At E14.5, *Hdh*^neoQ20^/*Hdh*^ex4/5^ embryos were unremarkable but *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos had small, pale livers, as well as abnormal vasculature and extensive blood inclusions in the head (brain and ventricles) reported previously [9] (Fig 5A, S1 Fig). Flow cytometry (FACS) of fetal liver cells showed decreased absolute cell number and lack of erythropoiesis (CD71^hi^Ter119^neg-lo^ proerythroblasts to CD71^hi^Ter119^+^ basophilic erythroblasts to CD71^+^Ter119^+^ polychromatic erythroblasts to CD71^–^Ter119^+^ reticulocytes) in *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos (Fig 5B and 5C), concomitant with increased numbers of myeloid (Mac-1^+^Gr-1^–^) and B cell progenitors (B220^+^CD19^–^) (Fig 5B and 5C). Furthermore, the numbers of erythroid (CFU-E) and megakaryocyte (CFU-Mk) colony forming progenitors were decreased, along with a decrease in the total number of colony forming cells (Fig 5D), implying impaired expansion of HSCs/progenitor cells and defective erythropoiesis. The impairment was transient, as E18.5 *Hdh*^neoQ50^/*Hdh*^ex4/5^ livers did not show these hematopoietic deficits (Fig 5E–5I). Analysis of thymus at this age also did not reveal deficits in the development of CD4^+^CD8^+^ double positive T cells suggesting normal T- lymphopoiesis, despite an apparently decreased number of thymic precursors (Fig 5E–5I).

**Fig 5:**
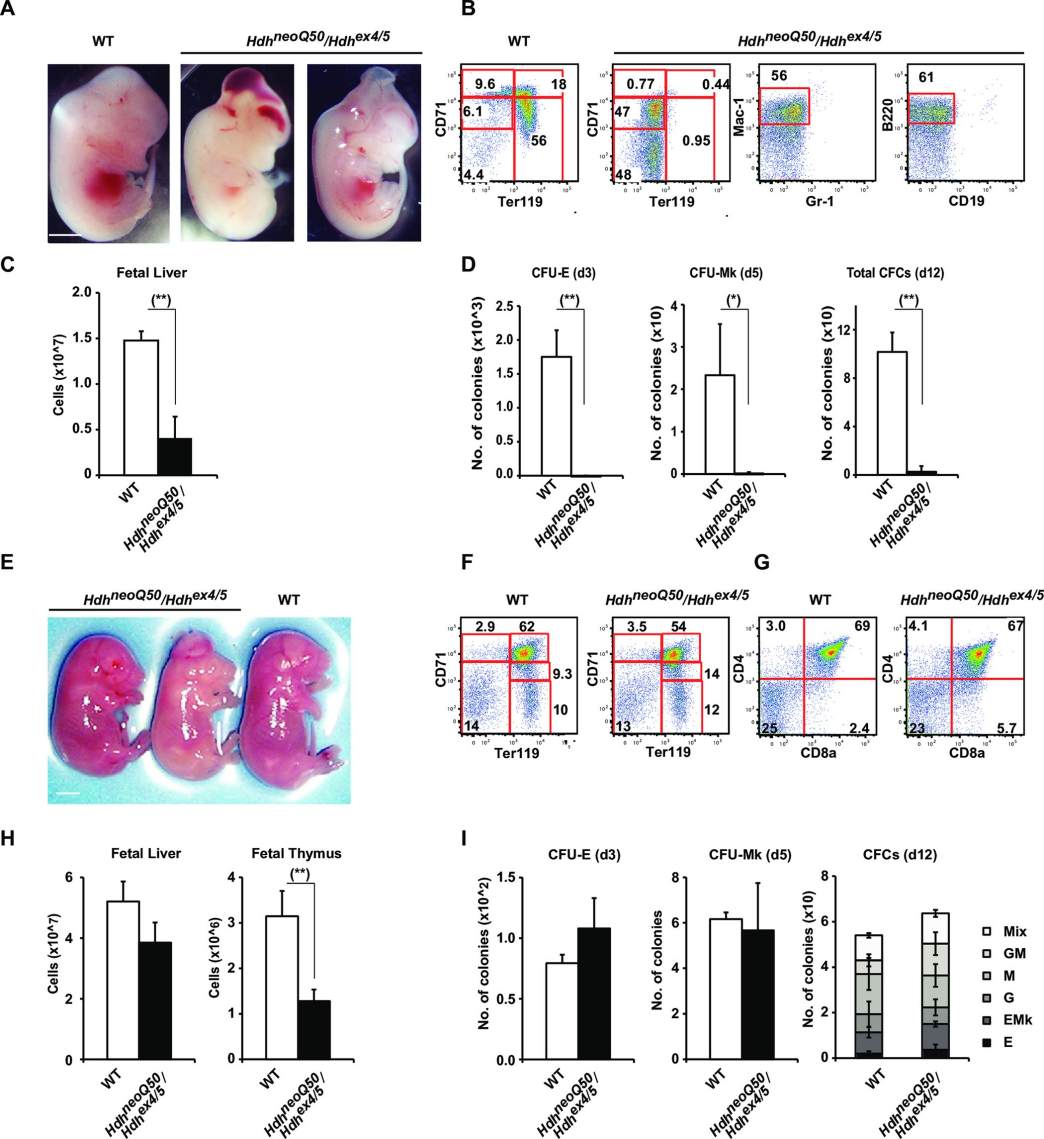
Hematopoietic defects in *Hdh*^neoQ50^/*Hdh*^ex4/5^ hypomorphic embryos. **A, E)** Representative images of the appearance of fetal liver in wild-type (WT) and *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos displaying dome shaped cranium and exencephaly at E14.5 and E18.5. Scale bars: 1 mm. **B, F, G**) Representative FACS profiles of fetal liver hematopoiesis in wild-type (WT) and *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos at E14.5 and E18.5, respectively. Erythroblasts were gated into fractions defined by CD71 and Ter119 expression, displaying transient anemia at E14.5, rescued by E18.5. Myeloid cells and B cell progenitors were identified as Mac-1^+^Gr-1^–^ and B220^+^CD19^–^, respectively at E14.5 fetal liver T cells were stained with CD4 and CD8a cell surface markers. **C, H)** Bar graphs summarizing the absolute cell numbers of whole fetal liver at E14.5 and E18.5 for wild-type (WT) and *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos, displaying transient defects in hematopoiesis at E14.5. At E14.5, WT embryos N = 5, *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos N = 3. At E18.5, WT embryos N = 3, *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos N = 3. Error bars represent standard deviations from the mean. (**) and (*) indicate significant *P* value, with (**) *P*<0.01 and (*) *P*<0.05, respectively. **D, I)** Bar graphs summarizing the results of colony assays on wild-type (WT) and *Hdh*^neoQ50^/*Hdh*^ex4/5^ fetal liver indicate a dramatic depletion of erythroid (CFU-E), Megakaryocytes (CFU-Mk) and total colony forming cells (Total CFCs) in E14.5 *Hdh*^neoQ50^/*Hdh*^ex4/5^ fetal liver. By E 18.5, the phenotype was completely rescued and no difference in erythroid (CFU-E and BFU-E (E)), megakaryocyte (CFU-Mk) myeloid (G, M, GM), erythroid-megakaryocyte (E/Mk) and multi-lineage mixed (Mix) colony forming cells was observed. Error bars represent standard deviations from the mean. d3, day3; d5, day5, d12, day12.

### *Hdh*^ex4/5/ex4/5^ developmental response to retinoic acid-induced differentiation

In comparisons of wild-type and *Hdh*^ex4/5/ex4/5^ null embryonic stem cells (ESC), at baseline and after Embryoid body (EB) retinoic acid (RA)-induced differentiation, we have found previously that complete *Htt* inactivation impairs PRC2 activity [12,13] and alters genome-wide deposition of epigenetic chromatin marks [12,13]. Since RA-differentiation of ESC provides a culture system with which to study not only neurogenesis but also organogenesis [20–22] more broadly, we utilized this paradigm to identify transcriptional regulators responsive to *Htt* dosage that may play a role in the incomplete hypomorph rescue of the *Hdh*^ex4/5/ex4/5^ null allele. Specifically, we performed differential gene expression analyses of genome-wide RNA and miRNA next generation sequencing data (S1 Table) generated from wild-type parental ESC, *Hdh*^ex4/5/ex4/5^ ESC and from wild-type and *Hdh*^ex4/5/ex4/5^ EB differentiated cells, treated with RA. 

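RNA-seq was carried out on mouse embryonic stem cells (ESC) and on the cells obtained from them by embryoid body and retinoic acid differentiation (RA-DIFF), from a wild-type line and from a line homozygous for the Hdh ex4/5 allele (Htt-null). Each of the 4 conditions has 1 library, so no difference between genotypes or stages has a replicate check. According to the Methods, ESC were kept without feeder cells for 4 passages, cells were grown as embryoid bodies for 8 days, 5 µM retinoic acid was added from day 4, and the cells were collected 2 h after plating. Poly-A-plus RNA was converted to strand-specific libraries by the dUTP method and sequenced as 50 bp paired-end reads. The authors aligned the reads to the mouse genome with TopHat and counted them on GENCODE genes with HTSeq, and the deposited table holds these counts without normalization for 32567 genes. Options that the Methods do not name, such as the strand option of the counting, were left at their defaults by the paper's account. The counts of pseudogenes close in sequence to their parent gene are uncertain. The counts add up to 63617410 in Htt-null ESC, 87924678 in wild-type ESC, 100927951 in the RA-DIFF library labelled Htt-null and 110569127 in the RA-DIFF library labelled wild type. All values below rest on these totals. At these depths a count of 0 allows up to 3 counts, that is between 0.0271 and 0.0472 CPM.
The targeted gene was examined first. Htt (ENSMUSG00000029104) lies on chromosome 5 of GRCm38 from 34761740 to 34912534 on the plus strand. Reads on the gene were still found in the Htt-null line: 7260 were counted in Htt-null ESC and 14385 in wild-type ESC. These are 114 CPM (Wilson 95% interval 112 to 117) against 164 CPM (161 to 166). Counts per gene do not tell which allele or which exons the reads come from. In RA-DIFF the order was the opposite, with 96.3 CPM (94.4 to 98.3) in the library labelled Htt-null and 74.3 CPM (72.7 to 75.9) in the library labelled wild type. These intervals cover counting error only, since reads amplified by PCR are not independent molecules. The log2 ratio of Htt-null over wild type was -0.58 in ESC and 0.43 in RA-DIFF. Because Htt goes against its label in RA-DIFF, the 2 RA-DIFF libraries are named by the labels of the deposited tables. The per-condition values printed in S1 File bear on the same point. For the part of S1 File that could be read (1665 of its 32608 mRNA entries), the log2 CPM given for wild-type RA-DIFF differed from the deposited column labelled Htt-null with a standard deviation of 0.0074 over 1389 genes, and from the column labelled wild type with one of 0.821 over 1395 genes. In ESC each condition of S1 File went with the column of its own label, with standard deviations of 0.00575 in Htt-null and 0.00552 in wild type. Under the assignment of S1 File, every RA-DIFF difference between genotypes in mRNAs given from here on keeps its size and has the opposite sign. A response to RA-differentiation within a genotype then compares other libraries and can change in size. The part of S1 File that could be read holds no miRNA values. For the miRNAs the same is true only if their RA-DIFF labels are exchanged as well.

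**Figure D1:**
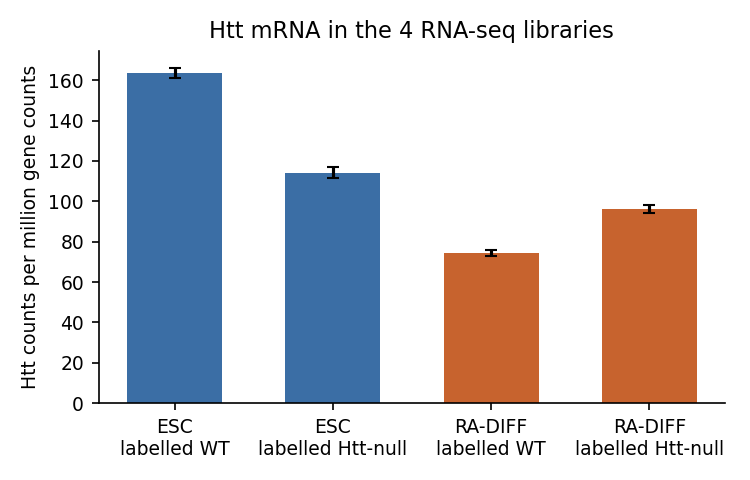
Htt expression in the 4 RNA-seq libraries, in CPM over all gene counts; bars are the 4 libraries by their deposited label and error bars are 95% Wilson intervals for counting error. The wild-type library is the higher one in ESC, and the library labelled Htt-null is the higher one in RA-DIFF.

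Library composition was corrected with the TMM factors of edgeR over the 4 libraries. A dispersion between cultures cannot be estimated from single libraries, and edgeR's exact test was therefore run with an assumed dispersion of 0.01. An mRNA was called changed when its absolute log2 fold change was above 0.75, its p-value was under 0.05 and its log2 CPM averaged over the 4 libraries was above 0, which are the limits of the Methods; 15489 genes passed the expression limit. No p-value is given, because it would rest on the assumed dispersion and not on replicates.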

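Small RNA was sequenced from the same 4 conditions, again with 1 library each, as 50 bp single-end reads. The authors removed the adapters with cutadapt, mapped the reads of miRNA length to the mature mouse miRNAs of miRBase with BWA, allowing 1 difference, and kept uniquely mapped reads. The deposited counts cover 1073 miRNAs and add up to 11976744 in Htt-null ESC, 12888905 in wild-type ESC, 24290346 in the RA-DIFF library labelled Htt-null and 25656673 in the RA-DIFF library labelled wild type. A mature miRNA encoded at several places of the genome has a single entry, and its reads cannot be assigned to one locus. miR-10a-5p and miR-10b-5p together took 83.3% of the counts in the RA-DIFF library labelled Htt-null and 79.9% in the one labelled wild type, against 0.293% in Htt-null ESC and 0.438% in wild-type ESC. The choice of scaling matters for the miRNAs. With library size alone in place of TMM, the median log2 ratio over all miRNAs moved by 0.23 in ESC and by -0.48 in RA-DIFF. The same calling limits as for the mRNAs left 689 miRNAs.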

The overall gene expression changes, upon RA-induced differentiation, were quantitatively and qualitatively similar for wild-type and *Hdh*^ex4/5/ex4/5^ cells: 79% of the several hundred changed RA-responsive miRNAs were shared (S2 Fig, S1 File) and 86% of the more than 9,000 mRNA gene expression changes were shared (S2 Fig, S1 File). 

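In cells labelled wild type, 5296 mRNAs were higher and 4020 lower in RA-DIFF than in ESC, and in cells labelled Htt-null 5351 were higher and 3813 lower. Of the 10655 mRNAs called in either genotype, 7735 were called in the same direction in both, or 72.6% (Wilson 95% interval 71.7% to 73.4%). This interval treats the mRNAs as independent draws and covers neither counting error in the reads nor variation between cultures. Another 90 mRNAs were called in opposite directions. The basis of the share moved it most: the shared mRNAs made up 83.0% of those called in the wild type and 84.4% of those called in the Htt-null cells. For the miRNAs, 236 rose and 215 fell in cells labelled wild type, and 203 rose and 271 fell in cells labelled Htt-null. Among the 571 miRNAs called in either genotype, 332 were shared, or 58.1% (54.1% to 62.1%); relative to the calls of one genotype the share was 73.6% in the wild type and 70.0% in the Htt-null cells, and 22 miRNAs went in opposite directions. With the labels of the 2 RA-DIFF libraries exchanged, an alternative chosen after seeing the data, the shared mRNAs were 75.6% of those called in either genotype, 85.3% of those called in the wild type and 86.3% of those called in the Htt-null cells, and the shared miRNAs were 64.9%, 77.7% and 78.3%.
 A list of 11 direct retinoic acid responders had a median log2 ratio of Htt-null over wild type of -0.09 over 10 genes in ESC and 0.29 over all 11 in RA-DIFF, at the 26.4th and 94.7th percentile of 10000 random lists of the same size matched on mean expression; in RA-DIFF 7 of the 11 were higher in the library labelled Htt-null and 4 lower. For the 33 Hox genes with enough counts at each stage, the median was -0.00 in ESC and -0.46 in RA-DIFF, the second at the 1.19th percentile. The direction of these RA-DIFF values depends on the labels.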

Functional annotation enrichment analysis (clusterProfiler) [23] highlighted genes involved in organogenesis in a large differentiation up-regulated cluster (Cluster 1, S2 Fig), associated with terms such as Skeleton, Ossification, Ear, Skin and Neuron development (S2 Fig, S2 File), as well as genes involved in subcellular processes in a smaller down-regulated class (Cluster 2) (S2E Fig), with enriched terms such as DNA metabolic process, Ribosome biogenesis, Cell Cycle (S2 Fig, S2 File). 

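The genes of 5 phenotype lists that the paper later uses, read from S3 File, were on average up-regulated by RA-differentiation in both genotypes. Their median log2 fold change in cells labelled wild type was 2.30 for the 41 skeleton genes, 3.17 for the 11 middle ear genes, 0.63 for the 10 skin genes, 1.05 for 149 hematopoiesis genes and 2.46 for 31 body weight genes, and in cells labelled Htt-null it was 3.28, 3.87, 1.27, 1.71 and 2.72. These genes were picked by the study from its own calls in these libraries, so their response is no independent evidence. Among neuronal genes, Tubb3 rose by 4.69 on the log2 scale and Nefl by 3.34 in cells labelled wild type, and the neural progenitor gene Nes rose by 6.51. The transcripts of the pluripotent state went the other way: Pou5f1 fell by 6.00, Nanog fell by 6.31, Esrrb fell by 6.31 and Zfp42 fell by 6.48. Exchanging the RA-DIFF labels kept these directions in wild-type cells and changed the sizes. The log2 fold changes were then 3.00 for Tubb3, 1.34 for Nefl and 7.03 for Nes. Those of Pou5f1, Nanog, Esrrb and Zfp42 were -9.24, -8.51, -9.00 and -10.06. The enrichment analysis that gave the terms of the 2 clusters is not repeated here.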

We then determined the impact of *Htt* nullizigosity on development, assessing the initial pluripotent stage (wild-type versus *Hdh*^ex4/5/ex4/5^ ESC) as well as the differentiated stage (wild-type versus *Hdh*^ex4/5/ex4/5^ RA-induced) (S3 Fig, S1 File). 

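In ESC, 693 mRNAs were called higher and 459 lower in the Htt-null library than in the wild-type library. In RA-DIFF, 1783 mRNAs were called higher and 1318 lower in the library labelled Htt-null. Among the miRNAs, 149 were called higher and 95 lower in Htt-null ESC, and 86 were higher and 70 lower in the RA-DIFF library labelled Htt-null. The number of mRNAs rests on the assumed spread between cultures: at a dispersion of 0.1, the value printed in the Methods, 154 mRNAs were called higher and 100 lower in ESC, and 814 higher and 526 lower in RA-DIFF. The lower expression limit matters too, since without it 2195 mRNAs were called higher and 1174 lower in ESC. The miRNAs of RA-DIFF numbered 45 higher and 207 lower with library size alone as the scaling.
Among mRNAs with at least 100 reads in the higher library, the largest increases in Htt-null ESC were those of Gm14323, with a log2 ratio of 4.16, Dppa3, with 3.01, and Rpph1, with 2.40. Among the largest decreases were those of Hist1h2aj, with 1 read against 1300 in wild-type ESC, and of Gm7551, with 3 reads against 354. The annotation lists Gm14323 and Gm7551 as processed pseudogenes and Hist1h2aj as an unprocessed one, so their reads can be shared with near-identical copies. In RA-DIFF, Zcchc5 (5.63) and Cxcl15 (5.10) were among the genes with the largest increases in the library labelled Htt-null, while Rmrp had 1 read there and 176 in the library labelled wild type, Evx2 fell by 5.14 on the log2 scale and Dmbx1 fell by 4.81. Under the same limit of 100 reads, the miRNAs with the largest increases in Htt-null ESC were miR-302a-5p (2.71), miR-667-5p (2.58) and miR-302d-5p (2.45), and those with the largest decreases were miR-1247-3p (-2.33), miR-1247-5p (-1.93) and miR-184-3p (-1.77). In RA-DIFF they were miR-214-3p (2.78), miR-199a-5p (2.42) and miR-199a-3p (2.36), and miR-299a-5p (-1.93), miR-494-3p (-1.52) and miR-200c-3p (-1.49).
The called genes were not spread evenly over the genome. The 815 tested genes of chromosome 8 had a median log2 ratio of 0.36 in ESC, the other chromosomes one of -0.05, and random lists of the same size medians between -0.06 and -0.01; 80 genes of this chromosome were called higher and 7 lower. For the 1221 genes of chromosome 11 the median in ESC was 0.22, with 94 called higher and 16 lower. In RA-DIFF the medians of chromosomes 8 and 11 were -0.22 and 0.01 by the labels.

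**Figure D2:**
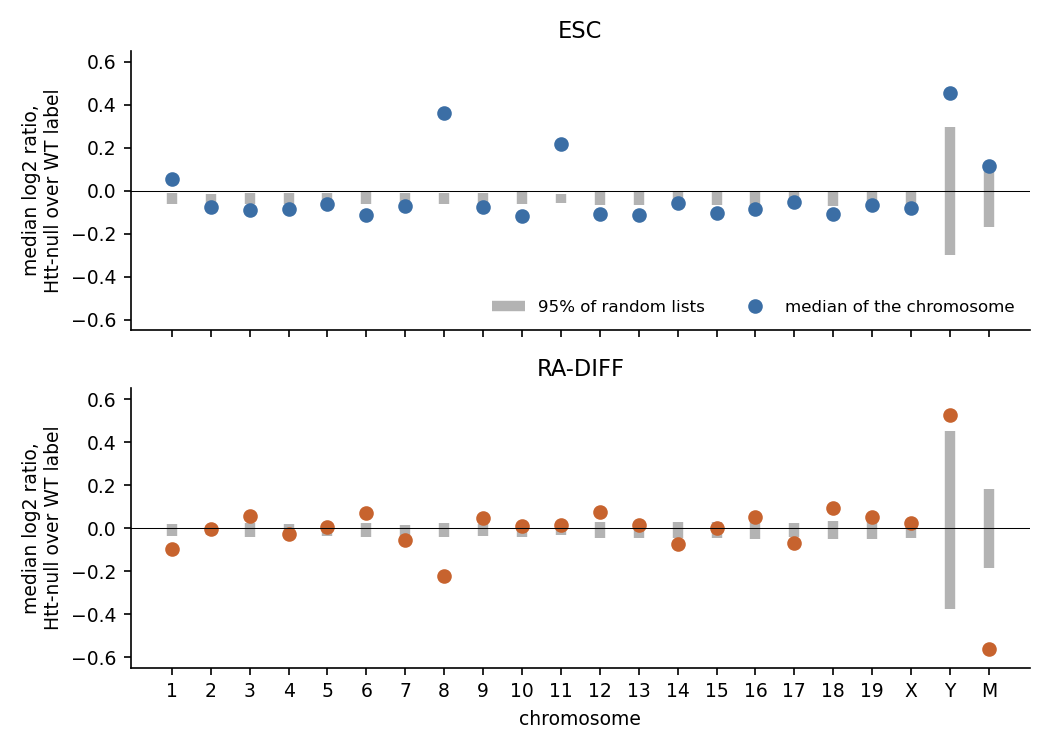
Median log2 ratio of Htt-null over wild type, by label, of the tested genes of each chromosome in ESC and RA-DIFF. Grey bars hold 95% of the medians of random gene lists of the same size, drawn from all tested genes without matching on expression. In ESC chromosome 8 (0.36) and chromosome 11 (0.22) lie farthest above their grey bars.

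The miRNAs of the imprinted Dlk1-Dio3 region, which lies on chromosome 12 of GRCm38 from 109452823 to 110281097, supplied 86 of the 149 miRNAs called higher in Htt-null ESC. Of its 99 tested miRNAs, 97 were higher there, with a median log2 ratio of 1.48. The 2 that were lower are miR-1247-3p and miR-1247-5p, at the far end of the region. In RA-DIFF the median was -0.38 by the labels, and 18 of the 99 were higher in the library labelled Htt-null.

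**Figure D3:**
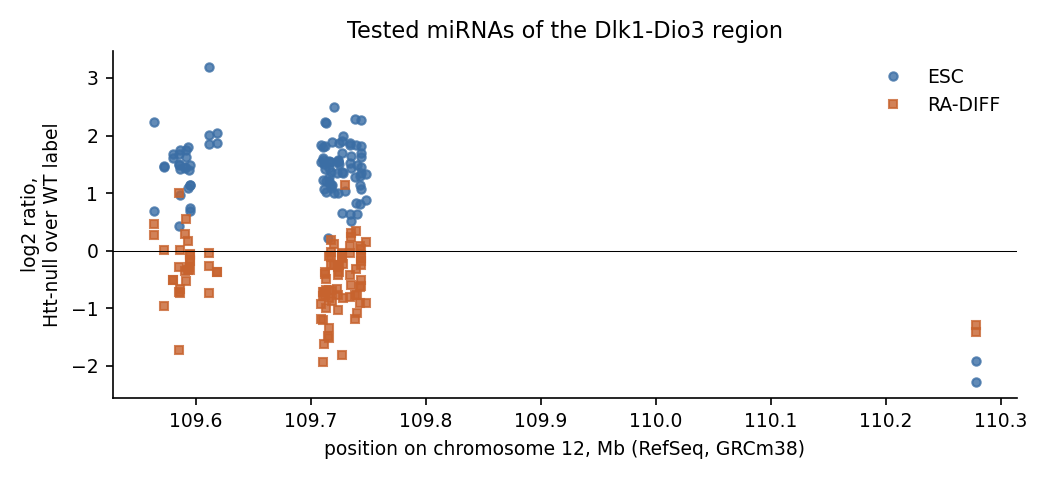
Log2 ratio of Htt-null over wild type, by label, of each tested miRNA of the Dlk1-Dio3 region against its position on chromosome 12 in Mb, in ESC (circles) and RA-DIFF (squares). In ESC 97 of the 99 miRNAs lie above 0 and in RA-DIFF 18 do.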

The results disclosed a modest number of miRNAs (ESC: 149 up: 95 down; RA: 70 up; 86 down) and mRNAs (ESC: 699 up: 461 down; RA 1314 up; 1784 down), whose expression was sensitive to *Htt* inactivation. These were largely specific to a given developmental stage (S3 Fig, S1 File), forming four non-overlapping gene sets (ESC-up, ESC-down, RA-up and RA-down) (S3 Fig, S2 File). 

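Of the 3786 mRNAs called at either stage, 685 were called in ESC alone, 2634 in RA-DIFF alone and 467 at both, so that 87.7% were called at a single stage. Among the 340 miRNAs called at either stage, 184 were called in ESC alone, 96 in RA-DIFF alone and 60 at both, or 82.4% at a single stage. A call at one stage and none at the other does not show that the effect differs between the stages, which was not tested. By the labels, 186 of the 467 mRNAs (39.8%) and 17 of the 60 miRNAs called at both stages went in the same direction; with the RA-DIFF labels exchanged, 281 mRNAs (60.2%) and 43 miRNAs did. At a dispersion of 0.1 the mRNAs called at both stages numbered 64.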

Gene Ontology and pathway enrichment analysis revealed highly significant enrichment of the *Htt*-inactivation sensitive RA-down gene set in developmental pathways related to organ system deficits observed in the hypomorphic mice: ‘skeletal system development’, ‘generation of neurons’, ‘blood vessel morphogenesis’, ‘blood vessel morphogenesis’, ‘skin development’ and ‘ear development’ (S3 Fig).

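Genes of 5 tissue lists were compared between the 2 RA-DIFF libraries. All 16 genes of the fibroblast and mesenchyme list, which holds collagens and other matrix and contractile genes of connective tissue, were higher in the library labelled Htt-null, by between 1.24 and 4.05 on the log2 scale. Their median of 1.82 lay above all 10000 random lists. Col1a1 had 19381 reads there and 5295 in the library labelled wild type, Col3a1 90749 and 40789, and Acta2 62554 and 4593. In ESC, 13 of the 15 genes with enough counts were lower in the Htt-null library, with a median of -0.83. For the endothelium list, 6 of 8 genes were higher in the RA-DIFF library labelled Htt-null (median 1.28, 99.99th percentile) and Pecam1, which is also expressed in ESC, fell by 1.36; the median in ESC was -0.31 over 7 genes. The neural crest genes split evenly, with 4 of 8 higher and a median of 0.52 that became -0.07 when the genes under the expression limit were left out; in ESC their median was 0.06 over 7 genes. Few reads fell on the epidermis list, whose median was 0.41 over 4 genes in RA-DIFF and 0.19 over 6 genes in ESC. Few fell on the erythroid list too, with -0.45 over 6 genes in RA-DIFF and 0.61 over 3 genes in ESC. These values lay inside the random lists. The epidermis median in RA-DIFF became -0.33 when the genes under the expression limit were left out.

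**Figure D4:**
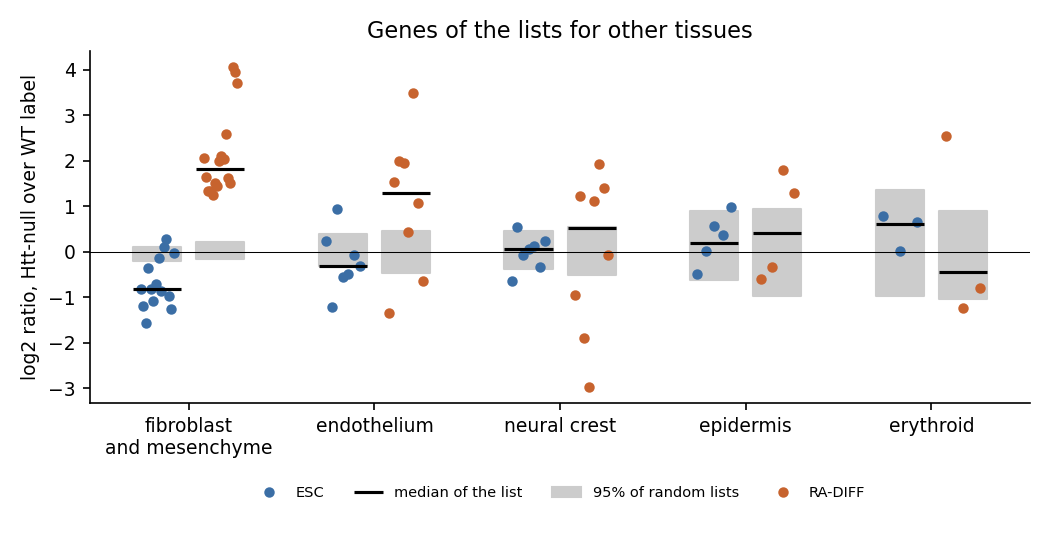
Log2 ratio of Htt-null over wild type, by label, of each gene of 5 tissue lists with more than 3 reads in both libraries of the stage, in ESC (blue) and RA-DIFF (orange); black lines are list medians, which also take in genes at or under 3 reads in only one of the 2 libraries, and grey bars hold 95% of the medians of random lists matched on expression. The 16 fibroblast and mesenchyme genes all lie above 0 in RA-DIFF, with a median of 1.82.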

In addition, we examined the interplay between RA-differentiation and *Htt*-inactivation, generating four gene expression sets: up_up, up_down, down_up and down_down, depending upon whether expression of a particular gene or miRNA was significantly up- or down-regulated by RA-differentiation and further was up- or down-regulated by *Hdh*^ex4/5^/*Hdh*^ex4/5^ null mutation, respectively (Fig 6A and 6B, S1 File). Interestingly, miRNAs were evenly distributed across these classes (S1 File), while the mRNA expression changes were largely in the up_down class (Fig 6C). 

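Each mRNA or miRNA called with RA-differentiation in wild-type cells and with the Htt genotype at either stage was placed in one of the 4 classes, and those with opposite calls at the 2 stages were left out. By the labels, 885 mRNAs were up_up, 823 up_down, 752 down_up and 410 down_down. The miRNAs numbered 70 in up_up, 31 in up_down, 47 in down_up and 51 in down_down. With the RA-DIFF labels exchanged, the mRNAs numbered 806, 1035, 600 and 470 in the same order, so that up_down became the largest class, and the miRNAs 53, 51, 50 and 68. The RA call and the Htt call share the wild-type libraries, so libraries without an Htt effect were simulated. In 100 draws at the dispersion of 0.01, no class held more than 43 mRNAs. At a dispersion of 0.1 between cultures, with the calls still made at 0.01, the simulated classes held 1026 to 1209 (up_up), 1063 to 1220 (up_down), 857 to 1007 (down_up) and 868 to 1034 (down_down) mRNAs, more than were observed in any class under either assignment of the labels.

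**Figure D5:**
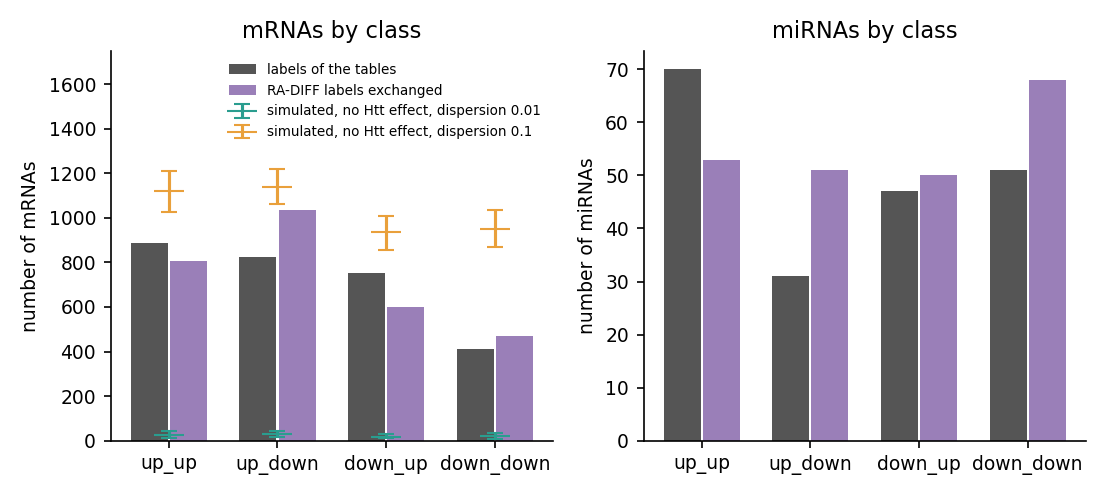
Numbers of mRNAs and miRNAs in the 4 classes of RA response and Htt effect, by the labels of the deposited tables (grey) and with the RA-DIFF labels exchanged (purple); error bars span the lowest to highest of 100 simulated draws without an Htt effect, with the median marked. By the labels up_up is the largest mRNA class (885), after the exchange it is up_down (1035).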

With these RA-differentiation-*Htt*-null gene sets we performed pathways analyses to assess membership in: 1) available Gene Ontology biological processes, 2) manually curated lists of genes relevant to organ development found to be abnormal in hypomorphic mice (Materials and Methods, S2 Table and S1 and S3 Files) lists of genes expressed in specific brain cell types (210 neuron genes, 144 astrocyte genes, 61 oligodendrocyte genes [24], specifically to assess the hypothesis that *Htt* null mutation alters the neuron-glia developmental switch [25–27]. The results of Gene Ontology analysis showed significant enrichment, mostly for ‘up_down but also the ‘up_up gene sets, highly associated with the terms ‘Organ Morphogenesis’, ‘Nervous System Development’, ‘Skeletal System Morphogenesis’, ‘Blood Vessel Morphogenesis’, ‘Ear Development’ and ‘Skin Development’ (Fig 6D, S2 File). Analysis with our manually-curated lists of genes involved in body weight (bodyweight), skin differentiation (skin), skeleton development (skeleton), middle-ear development (middle-ear) and hematopoiesis revealed significant enrichment scores for all of these hypomorph phenotype-related pathways, with the majority of the genes belonging to the ‘up-down’ class being up-regulated by RA-differentiation and down-regulated by *Htt* null mutation (Fig 7A–7C). Furthermore, this class also contained most of the differentially regulated astrocyte and oligodendrocyte specific genes, whereas most of the neuron-specific genes were in the up-up class, up-regulated by RA differentiation and further up-regulated by *Htt* null mutation (S4 Fig, S1 File). This differential impact on genes expressed in neurons and in the major macroglial cell types strongly implied an effect on neurogenesis that, by analogy, implied effects of *Htt* loss of function mutation on progenitor stem cells.

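S3 File lists 222 genes of the 5 phenotypes, of which 220 are in the deposited table. They were chosen by the study among its own calls, so a count over the classes describes the choice and is not independent evidence. By the labels, 74 of the 220 fell in up_up and 36 in up_down; with the RA-DIFF labels exchanged, 45 fell in up_up and 102 in up_down. The exchange moved the number in up_down from 23 to 65 for the 149 hematopoiesis genes and from 4 to 25 for the 41 skeleton genes. It moved the 11 middle ear genes from 1 to 6, the 10 skin genes from 1 to 6 and the 31 body weight genes from 10 to 12. The median log2 ratio in RA-DIFF of the library labelled Htt-null over the one labelled wild type was 1.14 for skeleton, 1.41 for middle ear, 1.17 for skin, 0.98 for hematopoiesis and -0.37 for body weight. In ESC the 5 medians lay between -0.38 for middle ear and -0.02 for hematopoiesis. The enrichment scores of Fig 7C are not recomputed here.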

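The published marker sets behind S4 Fig are not used here, and lists of 9 to 12 well-known marker genes took their place. Of 12 neuron genes, 11 were lower in the RA-DIFF library labelled Htt-null, with a median log2 ratio of -1.25 that lay below all 10000 random lists. Tubb3 had 26724 reads in that library and 98047 in the one labelled wild type, a log2 ratio of -1.69; Dcx fell by 1.42 and Nefl fell by 2.00, and Syt1 alone was higher, by 0.33. In ESC the neuron list had a median of 0.21, at the 99.7th percentile. Of 10 oligodendrocyte genes, 7 were higher in the library labelled Htt-null (median 1.33, above all random lists). They include Olig1 (2.56), Olig2 (1.58), Nkx2-2 (2.67) and Pdgfra (1.78), which progenitor cells also express, whereas the myelin genes Mbp (-0.58) and Mog (-0.78) were lower. The median of this list in ESC was -0.33 over 9 genes. The 10 astrocyte genes parted: Slc1a3 (1.17), Aldh1l1 (1.14) and Gja1 (1.13) were higher, and Gfap (-1.78) and Slc1a2 (-1.50) were lower, so that their median of 0.20 stayed inside the random lists, as did that of ESC, 0.04 over 9 genes. By the classes of the deposited labels, among others, Dcx, Nefl and Rbfox3 were up_down and Olig1, Olig2, Nkx2-2, Slc1a3, Aldh1l1 and Gja1 were up_up; with the RA-DIFF labels exchanged the first 3 were up_up and the other 6 up_down. Among the other glial genes, Gfap was up_down by the labels and up_up after the exchange, and Slc1a2 and Mbp were up_down by the labels and in no class after it.

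**Figure D6:**
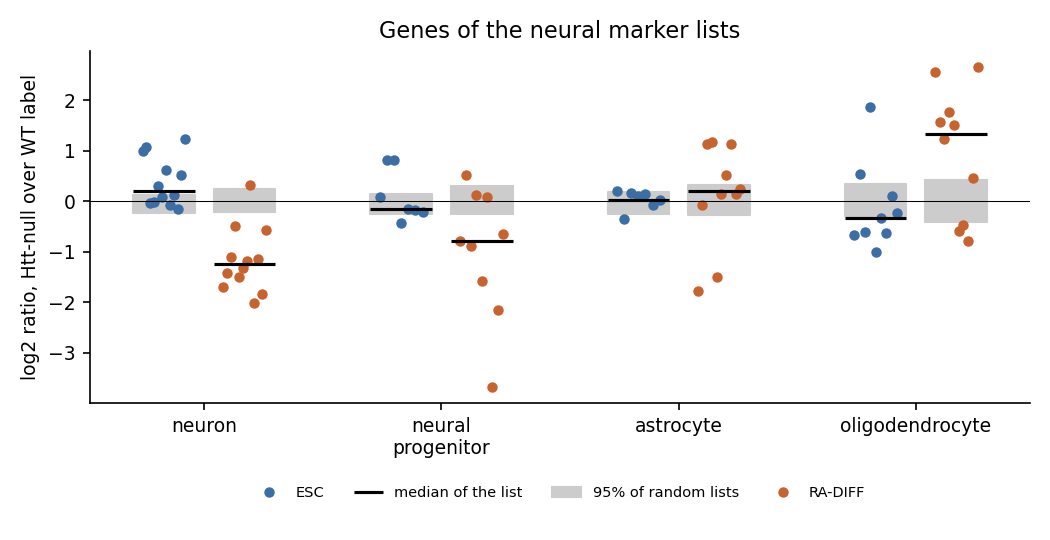
Log2 ratio of Htt-null over wild type, by label, of each gene of the neuron, neural progenitor, astrocyte and oligodendrocyte lists with more than 3 reads in both libraries of the stage, in ESC (blue) and RA-DIFF (orange); black lines are list medians, which also take in genes at or under 3 reads in only one of the 2 libraries, and grey bars hold 95% of the medians of random lists matched on expression. In RA-DIFF the neuron median (-1.25) lies below and the oligodendrocyte median (1.33) above the grey bar.

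From the different classes of the neuron and the macroglial genes, the paper states that an effect of the Htt null mutation on neurogenesis is implied, and by analogy effects on progenitor stem cells.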

**Fig 6:**
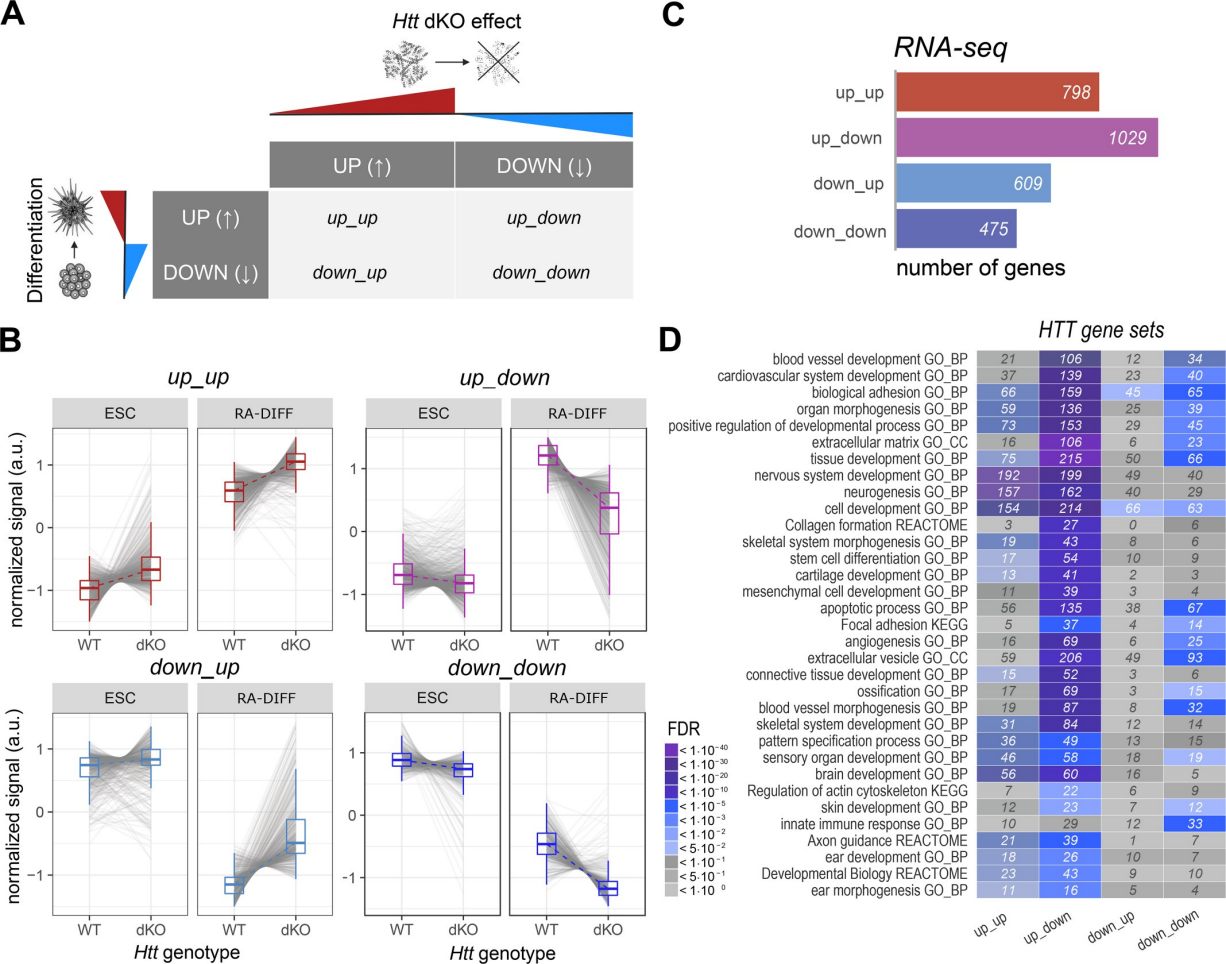
Classes of genes implicated in organ development whose expression was altered by *Htt*^ex4/5^ null mutation. **A)** Schematic describing the criteria applied to define the 4 classes of genes sensitive to both *Hdh*^ex4/5^ null mutation and RA-induced differentiation. Up_up: genes up-regulated during differentiation and up-regulated by the *Htt*-null mutation; up_down: genes up-regulated during differentiation but down-regulated by *Htt*-null mutation; down_down: genes down-regulated during differentiation and further down-regulated by *Htt*-null mutation; down_up: genes down-regulated during differentiation, but upregulated in the context of *Htt*-null mutation. **B)** Expression trajectory plots describing variations in transcriptional levels across the two *Htt* genotypes (WT and dKO) and two developmental stages (ESC and RA-DIFF) of the genes belonging to the 4 categories described in A). a.u., arbitrary units. **C)** Bar blots displaying the number of genes (from RNA-seq analysis) for each of the 4 categories (up_up, up_down, down_down, down_up as described in A). Most of the genes were found in the up_up and up_down groupings. **D)** Enrichment analysis of genes belonging to the 4 categories (Up_up; up_down; down_up; down_down, as described in A), highlighting the most enriched GO-terms [BP, Biological Process; CC, Cellular Component; MF; Molecular Function; KEGGs pathways and Reactome pathways]. Significance of enrichment is based on FDR values [color code as in the legend].

**Fig 7:**
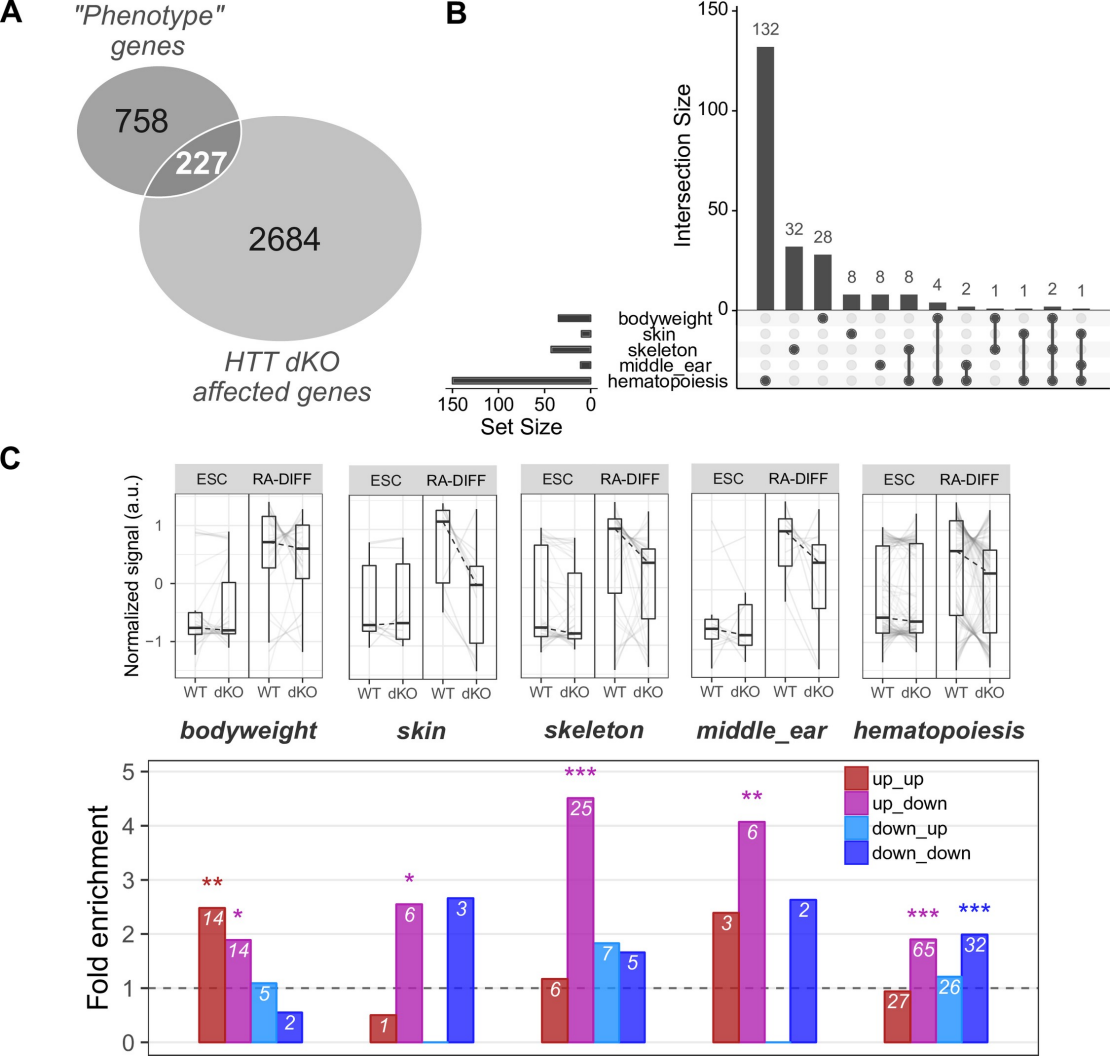
*Htt*^ex4/5^ null mutation, in the context of RA-differentiation, significantly perturbed genes implicated in ‘body weight’, ‘skin, skeleton, middle-ear development’ and ‘hematopoiesis’. **A)** Venn diagram representation of the intersection of genes relevant to *Htt* hypmorph phenotypes (bodyweight, skin, skeleton, middle ear and hematopoiesis) and genes whose expression changes with *Htt*-genotype in stem cells (ESC) and during RA-EB differentiation (RA-DIFF). The genes in this intersection were analyzed further in B) and C). **B)** The number of intersection genes associated with each of the *Htt* hypomorph relevant phenotypes **C)** Expression trajectory plots (upper row) and enrichment analysis (lower row) of the four classes of genes (up-up; up-down; down-up; down-down; Fig 6) in the intersection with developmental genes associated with *Htt* hypmorph related phenotypes.

### Integrative regulatory network analysis

Differentiation reflects the coordinated action of epigenetic regulators, transcription factors and post-transcriptional events among which those regulated by miRNAs on gene expression. Therefore, to determine whether *Htt* inactivation may influence regulatory loops, thereby affecting the expression of downstream targets that may be involved in hypomophic mutation-associated mouse developmental phenotypes, we performed analysis with the above mentioned RA-differentiation-*Htt*-null gene sets to evaluate: 1) enrichment of targets of chromatin regulators in the ChEA experimental ChIP-seq database [28] and 2) potential miRNA regulators, by virtue of having a differentiation-*Htt* null expression pattern (down-down and down-up) that was opposite to that of their mRNA target genes (up-up and up-down) [29,30]. 

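The genes that S3 File lists as targets of the PRC2 members SUZ12, EED, JARID2, MTF2 and EZH2 are 148, of which 147 are in the deposited table. In cells labelled wild type they rose with RA-differentiation by a median of 2.01 on the log2 scale, and in cells labelled Htt-null by 2.72. Between the 2 RA-DIFF libraries, 101 of the 147 were higher in the one labelled Htt-null and 46 lower, with a median log2 ratio of 1.02; in ESC the median was -0.02. By the labels 58 were up_up, 29 up_down, 20 down_up and 8 down_down, and with the RA-DIFF labels exchanged 35, 77, 16 and 18. The 56 targets of BMI1, a PRC1 member, had a median of -0.46 and the 91 of RNF2 one of 0.91. These genes are the ones the study found among its own calls, and the ChIP-seq target sets and their enrichment are not recomputed here.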

Consistent with previous reports, the results of the chromatin regulator analysis revealed a strong enrichment for targets of polycomb regulators (Fig 8A) among the differentiation genes also regulated by *Htt* inactivating mutation, especially members of the PRC2 complex (S3 File). The second analysis revealed a set of 22 RA-differentiation-*Htt*-null responsive miRNAs whose known target genes’ expression pattern fulfilled our criteria (S1 File) (Fig 8B and 8C, S4 File), with let-7b-5p and miR-329-3p the most significant for the down-down and down-up expression pattern classes, respectively. 

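All 22 miRNAs of S4 File are in the deposited table, 10 of them down_down and 12 down_up in the paper's classes. By the labels 8 of the 22 fell in the class of S4 File; with the RA-DIFF labels exchanged all 22 did. Whichever way the labels are read, 20 of the 22 were lower in RA-DIFF than in ESC in both genotypes. let-7b-5p, encoded on chromosome 15 of GRCm38 from 85707325 to 85707346, was rare, with 203 reads in Htt-null ESC, 253 in wild-type ESC, 47 in the RA-DIFF library labelled Htt-null and 33 in the one labelled wild type. Its log2 ratio was -0.44 in ESC and 1.07 in RA-DIFF, where the 95% counting interval runs from 0.42 to 1.71. That interval leaves out the choice of scaling. With library size alone, the median log2 ratio over all miRNAs moved by -0.48 in RA-DIFF. miR-329-3p, from chromosome 12 (109713541 to 109713562) inside the Dlk1-Dio3 region, had 2248, 891, 243 and 580 reads in the same order of libraries, and log2 ratios of 1.21 and -0.69. In all, 5 of the 22 lie in that region and share its shift. Members of one family, such as miR-200a-3p, miR-200b-3p and miR-200c-3p, come from 2 clusters and are not independent: the cluster of miR-200b, miR-200a and miR-429 had medians of -0.55 in ESC and -0.74 in RA-DIFF, and that of miR-200c and miR-141 -0.36 and -0.95. With library size alone as the scaling, miR-200a-3p turned from -0.16 to 0.08 in ESC. From the opposite directions of these miRNAs and their known targets, the paper proposes them as regulators.

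**Figure D7:**
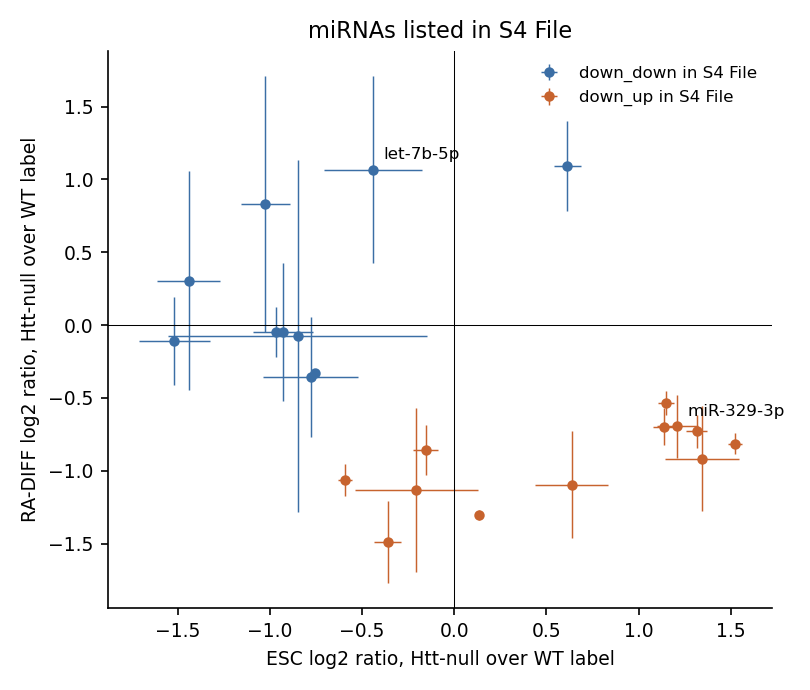
Log2 ratio of Htt-null over wild type in RA-DIFF, by label, against that in ESC for the 22 miRNAs of S4 File; bars are 95% intervals for counting error and colours give the class of S4 File. let-7b-5p lies at -0.44 and 1.07, and miR-329-3p at 1.21 and -0.69.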

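S4 File lists 79 target mRNAs of the down_down miRNAs and 96 of the down_up miRNAs. The 79 targets had a median log2 ratio of 0.31 in ESC and of -1.02 in RA-DIFF by the labels, where 70 of them were lower in the library labelled Htt-null, and their median rise with RA-differentiation in cells labelled wild type was 4.69. The 96 targets had medians of -0.11 in ESC and 1.23 in RA-DIFF, with 94 higher in the library labelled Htt-null, and rose by 1.92. By the labels, 15 of the 79 were up_up and 55 up_down, and 57 of the 96 were up_up and 5 up_down; with the RA-DIFF labels exchanged all 79 were up_up and all 96 up_down. The 24 targets of let-7b-5p had a RA-DIFF median of -1.11 and the 47 targets of miR-329-3p one of 1.20. The study selected these targets for a direction opposite to that of their miRNA, so the classes follow from the selection.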

A functional enrichment analysis of the mRNAs regulated by our list of 22 miRNAs whose expression pattern fit our criteria (opposite to that of the binding miRNAs) confirmed enrichment of ‘up-up’ miRNA target genes in processes involved in ‘nervous system development, ‘axonogenesis’ and ‘synapse’, while the targets of ‘up-down’ miRNAs were enriched for terms related to ‘skeletal system development’, ‘organ morphogenesis’, ‘vasculature development’ ‘ear development’ and ‘skin development’ (Fig 8B and 8C), implying a role for these regulators and target genes in the altered developmental phenotypes observed in mice with expression of the HD gene orthologue below a single functional allele.

**Fig 8:**
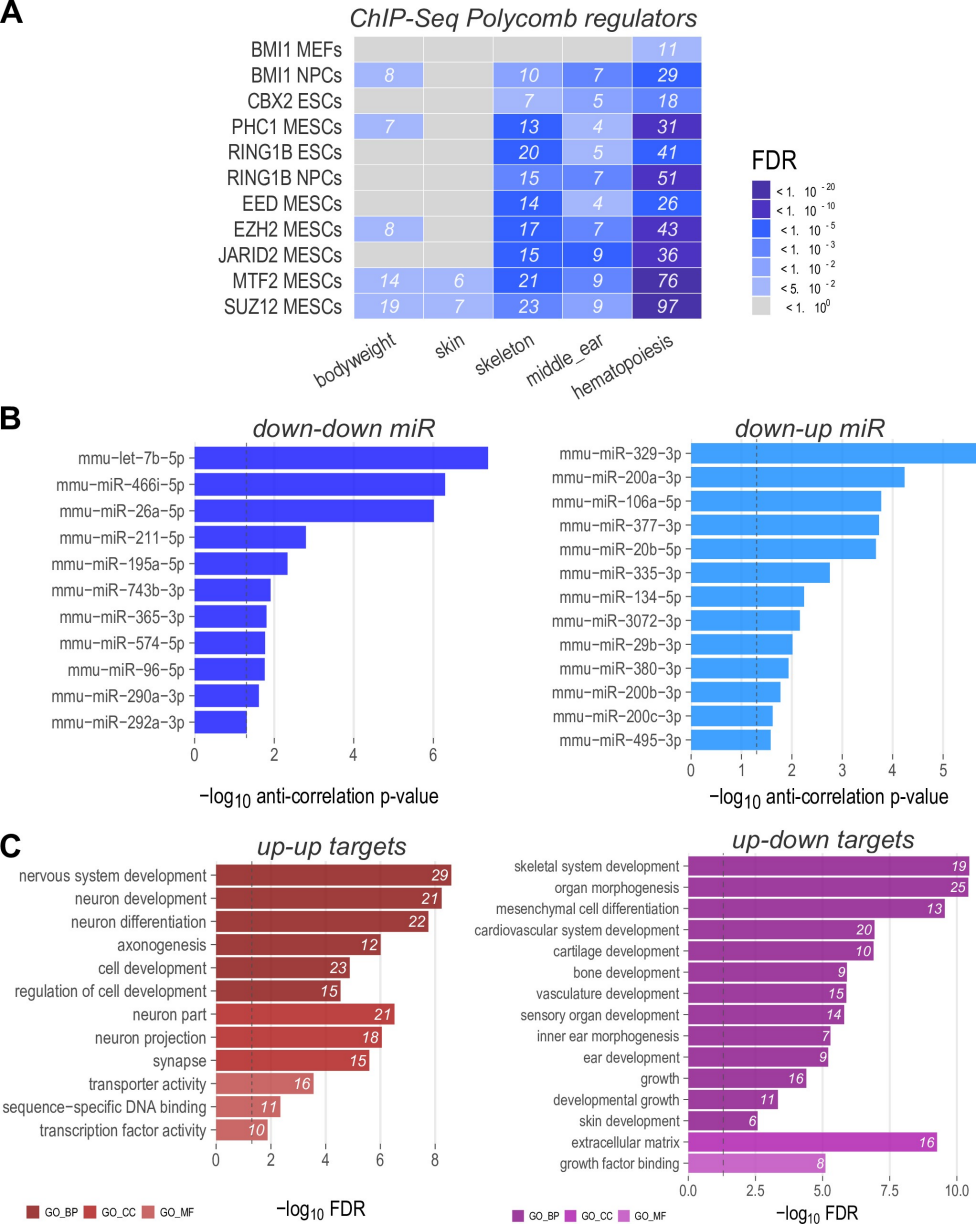
Regulatory network analysis highlights Polycomb group protein and miRNAs as possible regulators. **A)** Enrichment analysis of genes whose expression is changed by *Hdh*^ex4/5/ex4/5^ null, that are involved in developmental phenotypes and regulated by Polycomb group proteins, based on ChEA ChIP-Seq annotation. Significance of enrichment is based on FDR values [color code as in the legend]. **B)** List of 22 miRNAs whose expression is altered by RA-differentiation and by *Hdh*^ex4/5^ null genotype, but whose change in expression is significantly anti-correlated relative to expression change observed in the miRNA target genes. miRNAs identified by these criteria are by definition either down-down or down-up. miRNAs are ranked according to the p-value associated with the anti-correlation of their targets. **C)** Functional enrichment analysis of mRNA regulated by the 22 miRNAs displayed in Panel B. Only mRNAs affected by RA-Diff and the *Htt* null mutation, as well as anti-correlated with respect to their miRNA regulators were selected for the analysis. Enrichment FDR values are displayed in the bar chart.

## Discussion

HD is a dominantly inherited neurodegenerative disorder for which there is as yet no disease-modifying intervention. It is hoped that approaches that decrease expression of the mutant gene, or both the mutant and normal gene, will provide benefit as suggested by observations from pre-clinical studies in model systems [31,32]. However, there is a need to better understand *HTT* function, in order to forecast potential effects of *HTT* silencing and lowering strategies and also, as *HTT* loss of function mutation may reveal *HTT*-mediated biological processes, to understand precisely how *HTT* CAG expansion mutation may harm vulnerable cell populations that drive the features of the disease.

Our genetic assessment of dosage effects, in which different hypomorphic mutations of the mouse HD gene orthologue attempt to rescue a null allele, has revealed critical involvement of *Htt* throughout development, from conception. The increasingly severe recessive developmental impact of the *Hdh*^neoQ20^, *Hdh*^neoQ50^, and *Hdh*^neoQ111^ hypomorphic allelic series was consistent with the previously reported increasingly severe impact of each of these mutant alleles on decreasing huntingtin expression, as judged by immunoblot analysis of heterozygotes. Huntingtin from a single *Hdh*^neoQ50^ allele in ES cells was approximately 8–10% of the level of a single wild-type allele [9]. In brain the level of huntingtin from a single milder *Hdh*^neoQ20^ allele was about 15–20% of a single wild-type allele, while the huntingtin from a single severe *Hdh*^neoQ111^ allele was barely detected and estimated to be less than 1–5% of the wild-type allele [9,18]. Indeed, the severe *Hdh*^neoQ111^ mutation, similar to homozygote null alleles, was characterized by a huntingtin level insufficient to properly initiate the organogenesis phase causing embryos to fail post-gastrulation, before head-folds become evident. Second, the intermediate severe *Hdh*^neoQ50^ mutation, did make sufficient huntingtin to overcome this first block, but this level was insufficient later, such that embryos failed after E10.5–12.5 [18], with survivors revealing several needful organ systems: brain, skeleton, middle and external ear, and skin barrier acquisition and fetal liver erythropoiesis. Third, the dose of huntingtin from the milder severe *Hdh*^neoQ20^ mutation was also wanting but was sufficient for preventing most deficits observed with more severe mutations. Exceptions included the low penetrant external ear and sternum deficits and the enlarged ventricles, neurological and skeletal muscle alterations and white matter abnormalities noted previously [9,17,18] along with developmental delay after E14.5. These small mice are born and can be viable (and are fertile) with assistance in the form of removal of normal littermates (with a wild-type allele) or hand-rearing [18]. These findings, taken together with previous observations that the cognate (neo-out) *Hdh*^Q20^, *Hdh*^50^, *Hdh*^Q111^ CAG repeat knock-in alleles (appropriately expressing endogenous mutant huntingtin with 20-, 50- and 111-glutamines) fully rescue the *Hdh*^ex4/5^ null [9,33] clearly demonstrate that the equivalent of a single functional HD orthologue allele (regardless of CAG repeat size) fully supports proper development. The null rescue paradigm and observations with the *Hdh*^neoQ20^, *Hdh*^neoQ50^, and *Hdh*^neoQ111^ hypomorphic alleles now provide sequential temporal developmental windows that can be investigated using high resolution protein detection methods to determine the precise levels of huntingtin that may be required to support the proper development of a given tissue. Our findings complement and enrich previous observations of aberrant external ear, vasculature, brain development and neurological deficits in mice that are compound heterozygote for neo-in hypomorphic alleles [17,18] and are also consistent with the report of a family segregating two *HTT* inactivating mutations, where compound heterozygotes exhibit decreased survival, global developmental delay and neurological deficits [15,16]. Indeed, our results strongly suggest that the *HTT* [c.4469+1G>A] and*HTT* [c.8156T>A] mutations segregating in this family are functionally hypomorphic rather than completely inactivating.

Our molecular analysis of wild-type ESC and ESC with the *Hdh*^ex4/5^ null mutation, in a RA-morphogen-driven-paradigm [20–22], which we confirmed elicits broad effects on developmental genes, has nominated categories of regulators sensitive to huntingtin dosage that seem likely to play key roles in *Htt* function during organ system development. One important category is polycomb group proteins: PRC2 (Suz12, Eed, Jarid2 and Mtf2), implicated previously [12,13], as well as PRC1 (Bmi1, Ring1b), which are especially relevant for neurogenesis, hematopoiesis, skeleton and middle-ear formation [34–38]. 

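The transcripts of the polycomb genes that the paper names were compared between the genotypes. In ESC the log2 ratio was 0.14 for Suz12, -0.11 for Eed, -0.22 for Jarid2, -0.38 for Mtf2, -0.26 for Ezh2, -0.07 for Bmi1 and -0.24 for Rnf2, which encodes Ring1b. In RA-DIFF, by the labels, it was -0.01 for Suz12, -0.15 for Eed, -0.22 for Jarid2, -0.27 for Mtf2, -0.28 for Ezh2, 0.03 for Bmi1 and -0.22 for Rnf2; that of Bmi1 turned to -0.03 with library size alone. None of these genes passed the calling limits at either stage, and neither did Phc1 (-0.23 at both stages) or Cbx2 (0.16 and -0.72). Over the PRC2 list of 11 genes the median was -0.20 in ESC and -0.15 in RA-DIFF, and over the PRC1 list of 9 genes it was 0.02 and -0.23; these 4 medians lay inside the middle 95% of random lists. Past the limits were 1 gene of the PRC2 list, in RA-DIFF, and 1 gene of the PRC1 list, in ESC.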

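Both let-7b-5p and the 3p forms of miR-129 are in the deposited small RNA table. miR-129-2-3p, on chromosome 2 of GRCm38 from 94241376 to 94241397, rose with RA-differentiation, from 48 reads in wild-type ESC to 1742 in the RA-DIFF library labelled wild type and from 69 in Htt-null ESC to 556 in the one labelled Htt-null; its log2 ratio between genotypes was 0.40 in ESC and -1.09 in RA-DIFF. miR-129-1-3p, on chromosome 6 from 29022667 to 29022688, had 84 reads in Htt-null ESC, 70 in wild-type ESC, 27 in the RA-DIFF library labelled Htt-null and 20 in the one labelled wild type, and was not called at either stage. Neither form is among the 22 miRNAs of S4 File.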

The other major category is a group of miRNAs, among which Let-7b-5p and miR-129-3p, with known involvement in nervous system development, as well as skeletal, ear and skin development [39–41]. Precisely which processes these potential regulators orchestrate and how they may be disrupted by the lack of functional *Htt* in different organ systems remains to be investigated. However, several observations in severely hypomorphic embryos at different ages strongly suggest an impact at the level of progenitor stem cells implicating effectors of these regulators that are critical to cell adhesion or other aspects of cell-migration and can thereby influence lineage fate: 1) the pharyngeal arches were formed but the middle-ear fated Gsc-positive cells were located in the first arch, rather than in the second and third arches, implying delayed migration of these progenitor cells [42,43]; 2) ventral skin barrier formation was not permanently disrupted, only delayed at E18.5, suggesting aberrantly slow migration of epidermal precursors with delayed formation of a cornified layer and acquisition of barrier [44,45]; and 3) deficits in fetal liver hematopoiesis were transient, resolved by E18.5, consistent with delayed migration from the blood islands in the yolk sac, the site of embryonic hematopoiesis [46]. In addition, as reported previously in a variety of other experimental systems [9,12,18,25–27,47], neurogenesis and brain development is abnormal in the absence of sufficient *Htt*. The results of our gene expression analysis, in the retinoic acid-EB-differentiation paradigm, support disruption of a process at the level of neural progenitor cells that influences the proportion of daughter neuronal and macroglial cell types, a process that normally involves the acquisition by radial glia of adherens junctions important for cell migration and proper specification, initially of neurons and later of astrocytes and oligodendrocytes [48]. This conclusion appears to differ from conclusions drawn previously from studies that employ other differentiation paradigms, for example in Nguyen, 2013 [25] *in vivo* and in Conforti, 2013 in ES cell rosette protocol [27], suggesting that the precise role of huntingtin in neurogenesis may depend upon the exact subtypes of progenitor cells that are specified, an area that warrants further investigation.

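The 9 genes of a neural progenitor list had a median log2 ratio of -0.79 in RA-DIFF by the labels, below all 10000 random lists, and of -0.16 in ESC over 8 genes. They did not move together. Neurog2 fell by 3.67, Pou3f2 fell by 2.14 and Pax6 fell by 0.79 in the library labelled Htt-null, whereas Nes was higher by 0.53. With the RA-DIFF labels exchanged these signs turn over. Each value is a difference between 2 cultures, and the proportions of cell types were not measured.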

It is evident that the inherited CAG repeat expansion mutation does not recapitulate the blatant effects produced by inheritance of two *HTT* inactivating mutations. HD mutation carriers, even homozygotes, are overtly indistinguishable from those who do not carry the mutation, until subtle changes presage the emergence of signs of the neurodegenerative disorder [49,50]. By contrast, though one active allele is sufficient [9], levels below a single allele’s worth of *HTT* function produce developmental consequences that our findings show can vary dramatically in scope and severity with dosage. Studies of decreased *Htt* dosage later in development in adults, rather than at conception, are more equivocal. Some reports show harmful consequences from neuron-specific knock-out, for example in [51], while a different strategy did not elicit harmful effects [52]. Our findings suggest that, if the harmful effects of the HD mutation are due to some opportunity for mischief that is provided by normal *HTT* function, then studies of the polycomb group protein genes and Let-7b-5p and miR-129-3p miRNAs as regulators of cellular adhesion may illuminate the biology that is disrupted by the HD mutation and, thereby, provide specific assays with which to evaluate therapeutics that aim to decrease or silence expression of the gene in individuals with the HD mutation.

## Methods

### Ethics statements

All the mouse experiments were conducted in accordance with an IACUC approved protocol, through the MGH Subcommittee on Animal Research.

### Mice

The lines of mice with the *Hdh*^ex4/5^ and *Hdh*^neoQ20^, *Hdh*^neoQ50^ and *Hdh*^neoQ111^ alleles, as well as the genotyping protocols, and the relative levels of huntingtin expressed from a single *Hdh*^neoQ20^, *Hdh*^neoQ50^ and *Hdh*^neoQ111^ allele, relative to a single wild-type allele, as estimated from immunoblot analysis of heterozygote ES cells or heterozygote brain tissue have been reported previously [7,9,18]

For skeletal preparations, embryos and newborns mice were eviscerated, fixed in ethanol, incubated in acetone and finally stained using alizarin red and alcian blue [53,54]. The *in vivo* epidermal barrier assay was performed on E18.5 embryos using a dye exclusion assay as reported [55]. Briefly, embryos were sacrificed, immersed in methanol solutions at different concentrations, then stained in 0.1% toluidine blue and washed several times with PBS again to remove the excess dye.

### Immunohistological analyses

Staining with hematoxylin and eosin (H&E) and immunostaining was performed by fixing frozen brain or skin sections [cryostat] (LEICA CM3050S), sectioned at 6 μm, in 4% Paraformaldehyde, incubating with primary antibodies at 4°C overnight, while secondary antibody were used following vendor instructions. Anti-Proliferating Cell Nuclear Antigen (PCNA) was from Santa Cruz Biotechnology, Inc. Slides were rinsed and mounted using Vectashield with 4,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories) for visualization of nuclei.

The DeadEnd Colorimetric TUNEL (TdT-mediated dUTP Nick-End Labeling) Assay (Promega) was used to detect apoptotic cells *in situ* accordingly to the vendor’s instructions.

### Protein extraction and immunoblot analysis

Pools of 2 embryos at E18.5 were used for each of the three biological replicate. Total protein lysates were prepared by pulverizing skin tissue and extracted using RIPA (Boston Bio-Products) lysis buffer with protease inhibitor mixture (Roche). After Bradford protein assay (BIORAD), fifty micrograms subjected to 10% SDS–PAGE, transferred to nitrocellulose membranes (Schleicher and Schuell) and incubated with the following primary antibodies: anti-filaggrin (Covance), anti-loricrin (Covance) and anti-alpha tubulin antibody (Santa Cruz Biotechnology, Inc).

Mouse and rabbit secondary antibodies were used and the specific protein bands were detected using the ECL Plus kit (Pierce) and autoradiographic film (Hyperfilm ECL; Amersham Bioscience).

Statistical analysis was performed using unpaired *t-test* with significance evaluated by p value <0.05 (*) or <0.01 (**).

### Whole mount *in situ* hybridization

After dissection in PBS, embryos were fixed overnight in 4% paraformaldehyde at 4°C. RNA *in situ* hybridizations were performed as described previously. Briefly, E11-11.5 mouse embryos were fixed overnight in 4% formaldehyde in PBS, then dehydrated in methanol and stored at -20°C until use. The digoxigenin-labelled RNA probes were used at 0.5 ug/ml. Alkaline phosphatase-conjugated anti-digoxigenin Fab fragments were used at 1:5000. Color reactions were carried out over time periods ranging from 2 hours to overnight. Embryos were mounted in 80% glycerol before being photographed. Three to four embryos were evaluated for each marker.

### Flow cytometry

Fetal liver and fetal thymus were harvested from E14.5 and E18.5 WT and *Hdh*^neo-inQ50^/*Hdh*^ex4/5^ embryos and single cell suspensions were obtained by mechanical disruption. Fetal liver cells were stained with Ter119, CD71, Mac-1, Gr-1 B220 and CD19, and thymocytes were stained with CD4 and CD8a cell surface markers, respectively. Flow cytometry was performed on a two-laser FACS Canto (BD Biosciences). FCS files were analyzed by FlowJo software (Tree Star). Antibodies used were CD4 (L3T4), CD8a (53–6.7), CD19 (1D3), Mac-1 (M1/70), B220 (RA3-6B2), Gr-1 (RB6-8C5), Ter119, CD71 (C2) (BD Pharmingen, eBioscience).

### Colony forming cell (CFC) assays

Methylcellulose colony forming cell (CFC) assays was performed on fetal liver cells of E14.5 and E18.5 WT and *Hdh*^neo-inQ50^/*Hdh*^ex4/5^ mice as previously described [56]. Briefly, 5 × 10^4^ cells were cultured with Methocult M3434 (Stem Cell Technologies) supplemented with hTPO (50 ng/ml) in 35-mm culture dishes (NUNC 174926) in duplicates. Colonies were scored from day 2 to day 17 according to the technical manual and previously described criteria [57], and were confirmed by May-Giemsa staining (Harleco) of cytospins (400 rpm, 5 min) of individual colonies. Cytokines were purchased from R&D Systems. Statistical analysis was performed using unpaired *t-test* with significance evaluated by p value <0.05 (*) or <0.01 (**).

### Cell culture

Wild-type and huntingtin null *Hdh*^ex4/5/ex4/5^ mouse embryonic stem cell lines were described previously [9,12,58]. Differentiation was performed essentially as described in Bibel et al., 2007 [59]. In brief, ESCs were deprived of feeder cells for 4 passages, then 3 x (10^6^) cells were used for formation of embryoid bodies (EBs). EBs were grown in non-adherent bacterial dishes (Greiner, Germany) for 8 days. Retinoic acid (5 μM, SIGMA) was added from day 4 to day 8 and medium was changed every other day. Subsequently, EBs were dissociated by trypsin digestion and plated on Poly-Ornithine (SIGMA) and laminin (SIGMA) coated plates to obtain RA-differentiated cells (RA-DIFF). Two hours after plating, RA-differentiated cells were collected for different analyses.

### RNA isolation and RNAseq, miRNAseq library preparation and sequencing

RNA was extracted from cell lines by using TRIzol reagent (Life technologies), following manufacturer’s instructions. All RNA samples were subjected to DNAse I treatment (Ambion). RNA sequencing was performed following the protocol described by the Broad Institute (Cambridge, MA) [60,61]. Briefly, poly-A-plus mRNA, was retro-transcribe to cDNA using a strand specific dUTP method, random hexamers and amplified by PCR using bar-coded DNA adaptors from Illumina. HiSeq2000 platform and 50bp pair-end (PE) was used for sequencing obtaining 50-75M reads/library.

Small RNA library preparation (mainly miRNAs) was obtained using the Illumina TruSeq Small RNA protocol (Illumina) according to manufacturer instructions and libraries were sequenced using single-end, 50bp reads on HiSeq2000 platform, obtaining 45-90M reads/library.

### RNA-Sequencing and miRNA-Sequencing data analysis

For RNA-Seq, 50 bp paired-end reads were aligned to the mouse genome (GRCm38.p4) with Tophat (version 2.0.14, default settings), using the Gencode M6 transcript annotation as transcriptome guide. All programs were used with default settings unless otherwise specified. Mapped reads (S1 Table) were assembled into transcripts guided by reference annotation (Gencode M6) with Cufflinks (version 2.2.1). Expression levels were quantified by HTSeq (Version 0.6.1,—mode intersection-nonempty) using Gencode M6 annotation. Normalization was performed using the TMM method implemented in edgeR. 

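The dispersion of the test stands for the spread between cultures. For the genes of S1 File that could be read, the ESC p-values were recomputed from the deposited counts at 3 dispersions: at 0.01, 100% lay within 0.05 of the printed value on the log10 scale, at 0.04 17.3% did, and at 0.1 13.0%. Among the 8527 genes with at least 1000 reads in both ESC libraries, the log2 ratios had a robust standard deviation of 0.228, which a dispersion of 0.0125 would give if no gene were changed; in RA-DIFF, over 9948 genes, it was 0.317, corresponding to 0.0242.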

Differential expression was calculated using edgeR (dispersion 0.1, pval < 0.05, log2 fc >0.75, log2CPM > 0).

For miRNA-Seq, 50 bp single-end reads were trimmed against Illumina’s TruSeq Small RNA 3’ (TGGAATTCTCGGGTGCCAAGG) and 5’ (GUUCAGAGUUCUACAGUCCGACGAUC) adapters using cutadapt (v. 1.3) with parameters–e 0.1 –O 5 –m 15 [62]. Next, trimmed sequence reads with length of 16-25bp were mapped to 1915 known mature miRNA sequences from miRBase (release 21) database [63], using BWA aln (v. 0.7.5a-r418) with parameter–n 1 [64]. Uniquely mapped reads (S1 Table) were identified by selecting alignments with non-zero mapping quality and “XT:A:U” tag using samtools (v 0.1.18) [65]. Normalization was performed using the TMM method (BWA and TMM were suggested previously [66]). Differential expression was calculated using edgeR (dispersion 0.1, pval < 0.05, log2 fc >0.75, log2CPM > 0) [67].

### Computational analyses

Functional annotation of gene lists and enrichment analysis with Gene Ontology terms and KEGG or REACTOME pathways were performed with the clusterProfiler Bioconductor package.

Neuron, astrocyte and oligodendrocyte markers were downloaded from Cahoy et al., 2008 [24], while lists of genes implicated in the different phenotypes were manually created based on multiple papers/web-resources [43,68–73] (S2 Table). The significance of custom enrichments was measured with one-sided Fisher exact test.

Collections of murine miRNA targets were downloaded from miRTarBase (Release 6.1) [74]. For each miRNA–target mRNA couple, Pearson’s correlation values were calculated from standard normalized expression values. For each miRNA, the negative shift in the distribution of target correlation values was measured with one-sample one-sided Wilcoxon test (significance threshold: P < 0.05).

## Supporting information

S1 Fig Morphological characterization of brain vasculature defects in *Hdh* hypomorhic mice. **A-B**) Representative pictures of WT and *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos at E11.5 and E14.5 developmental stages. Visible vasculature defects are present in animals, especially at the level of the brain. Scale bars = 1000μm.
**C**) Representative pictures of coronal histological sections at the anterior (ANT), medial (MED) and posterior (POS) levels of *Hdh*^neoQ50^/*Hdh*^ex4/5^ embryos brains confirm enlarged ventricles with extensive blood accumulation. LV, lateral ventricles; 3^rd^, third ventricle, 4^th^ fourth ventricle. Scale bar = 500μm.
(TIF) Click here for additional data file.

S2 Fig The transcriptional changes induced by RA differentiation are quantitatively and qualitatively similar in *Htt* wild-type and *Hdh*^ex4/5/ex4/5^ cells. **A**) M (log ratio) and A (mean average) (MA) plot representations of mRNA-seq pairwise comparisons of RA-DIFF cells by wild-type (WT) or *Hdh*^ex4/5/ex4/5^ *Htt* null (dKO) genotypes showing the average log10 signal (Counts Per Million—CPM) against the log2 Fold Change (FC) for each gene. Genes significantly up- regulated or down-regulated in the comparison are highlighted in red and blue, respectively. Numbers of differentially expressed genes are displayed (parenthesis).
**B**) The Venn diagram reports the total number of genes that are commonly or specifically dysregulated during differentiation (transition from ESC to RA-DIFF), comparing cells with *Htt* wild-type (WT) or *Htt-*null *(*dKO) genotypes. **C**) MA plot representations of miRNA-seq pairwise comparisons. Legends, abbreviation and colors as in A). **D**) The Venn diagram reports the total number of miRNAs that are commonly or specifically changed during RA differentiation by wild-type (WT) or *Hdh*^ex4/5/ex4/5^ *Htt* null (dKO) genotypes. **E**) Cluster 1 contains genes that are highly expressed in ESC and whose expression decreases during RA differentiation. Bar plots for this cluster report the most enriched GO-terms describing biological processes. The number of genes within each GO-term is also indicated (number within bars). **F**) Cluster 2 groups genes that are poorly expressed in ESC, but strongly upregulated during RA differentiation. Bar plots report the 5 most enriched GO terms associated with genes in Cluster 2. The number of genes within each GO-term is also indicated (number within bars). Genes belonging to Cluster 1 and 2 show similar behavior in cells with *Htt* wild-type (WT) or *Htt*-null (dKO) genotypes.
(PDF) Click here for additional data file.

S3 Fig The transcriptional changes due to *Hdh*^ex4/5/ex4/5^ null genotype are quantitatively and qualitatively different in ESC and RA-DIFF cells and are milder compared to changes by RA differentiation. **A**) M (log ratio) and A (mean average) (MA) plot representations of mRNA-seq pairwise comparisons of *Hdh*^ex4/5/ex4/5^ *Htt* null (dKO) versus wild-type (WT) genotypes in ESC and RA-diff cells showing the average log10 signal (Counts Per Million—CPM) against the log2 Fold Change (FC) for each gene. Genes significantly up- regulated or down-regulated in the comparison are highlighted in red and blue, respectively. Numbers of differentially expressed genes are displayed (parenthesis). **B**) The Venn diagram reports the total number of genes that are commonly or specifically dysregulated comparing cells with *Htt* wild-type (WT) or *Htt*-null (dKO) genotypes in ESC and RA-DIFF cells. **C**) MA plot representations of miRNA-seq pairwise comparisons. Legends, abbreviation and colors as in A). **D**) The Venn diagram reports the total number of miRNAs that are commonly or specifically dysregulated comparing cells with *Htt* wild-type (WT) or *Htt*-null (dKO) genotypes in ESC and RA-DIFF cells. **E**) Heatmap reports the top 25 most enriched Reactome and KEGG pathways associated with genes up and down-regulated in ESC and RA-DIFF cells in absence of huntingtin. The number of affected genes within each pathway is indicated (numbers in the cells).
(PDF) Click here for additional data file.

S4 Fig *Hdh*^ex4/5/ex4/5^ null mutation alters expression of genes involved in neuron-glial specification. **A**) Expression trajectory plots describing variations in transcriptional levels of genes involved in neuron-glial specification during RA-DIFF: transcriptional changes for neuron markers, astrocyte markers, oligodendrocyte markers [24] between the two *Htt* genotypes (wild-type = WT and *Htt*-null = dKO) and two developmental stages (ESC and RA-DIFF) are shown. The number of genes defining each class of markers is indicated at the top of each plot. **B**) Enrichment bar plots depicting the enrichment values of neuron, astrocyte and oligodendrocyte markers among the 4 gene classes (up_up; up_down; down_down; down_up, as described in Fig 3A) of genes affected by RNA-differentiation and by *Hdh*^ex4/5/ex4/5^ null mutation. The number of genes enriched in each of the 4 classes is indicated within each column. Statistical significance, measured by Fisher exact test is indicated by asterisks: (*) P<0.05, (***) P<0.01.
(PDF) Click here for additional data file.

S1 Table Table summarizes total number of raw and aligned reads for RNA-seq (A) and miRNA-seq (B) experiments. Data are related to Fig 6 and S2 and S3 Figs.
(DOCX) Click here for additional data file.

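The table gives reads, while the deposited RNA-seq table gives counts on genes, whose totals are larger than the aligned reads of the table in all 4 libraries. Whether one member or both members of a read pair entered a count is not stated. For the small RNA libraries the table gives the uniquely mapped reads that make up the deposited miRNA counts.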

S2 Table Table summarizes the source of the papers/webtools used to create the manually annotated genes’ lists for genes-associated-phenotypes. Data are related to Fig 7 of the main text.
(DOCX) Click here for additional data file.

S1 File The excel file comprizes two spreadsheet describing RNA-seq and miRNA-seq full data. For each comparison a color code was used to highlight genes/miRNAs that were significantly downregulated (red) or upregulated (green). Log_2_ CPM or Log_2_Fold Change (FC) values were obtained for each gene or miRNA.

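The copy of this file used here is shortened: it holds 1665 of its 32608 RNA-seq entries and none of its 1073 miRNA entries. It was used to compare values gene by gene, and no overlap or enrichment was computed from it. Over 1397 genes, the ESC log2 fold change recomputed from the deposited counts differed from the printed one by at most 1.65e-05. The RA-DIFF log2 fold change had the opposite sign for 1396 of the 1397 genes and the same sign for 1, and after its sign was turned over it differed by at most 0.000159.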

RNA-seq: Gene symbol and Ensembl ID, gene type (protein coding or non-coding), full description of the gene name, chromosomal and strand location as well as genomic coordinates were described. For each gene its fitting to a functional enrichment class [up-up, up-down, down-down, down-up] (see also Fig 6) or its role as neuron, astrocyte, oligodendrocyte_marker (see also S4 Fig) was reported, while its contribution to developmental phenotypes (middle_ear_development, hematopoiesis, skeleton, skin, bodyweight) was presented in columns I-Q. miRNA-seq: Similarly to what presented for genes, for each miRNA its belonging to the functional enrichment class [up-up, up-down, down-down, down-up] (see also Fig 8) was reported, while its previous correlation with HD mutation [Hoss_2015, Hoss_2014, Lee_2011_1, Lee_2011_2, Marti_2010_1, Marti_2010_2] was assessed as described in columns C-J.
(XLSX) Click here for additional data file.

S2 File The excel file has spreadsheets describing significant GO terms and pathways (Reactome-Keggs) for the 10 different comparisons presented in Figs 6–8 [differentiation_up, differentiation_down, *Htt*dKO_ESC_up, *Htt*dKO_ESC_down, *Htt*dKO_RA-DIFF_up, *Htt*dKO_RA-DIFF_down, up-up, up-down, down-up, down-down). For each comparison/spreadsheet the ontology ID and description, fold enrichment, P-value, False Discovery rate (FDR) significance and annotated genes were reported.
(XLSX) Click here for additional data file.

S3 File The excel file summarizes the ChEA analysis related to Fig 8. For each ChEA datasets, the phenotype enrichment (middle_ear_development, hematopoiesis, skeleton, skin, bodyweight), combined score, fold enrichment, p_value, False Discovery Rate (FDR) significance and the annotated genes were described.
(XLSX) Click here for additional data file.

S4 File The excel file has spreadsheets describing: i. miRNAs with anticorrelated target; ii. miRNAs target interactions; iii. enrichment analysis for UP_UP miRNAs targets and iv. enrichment analysis for UP_DOWN miRNAs targets to support results presented in Fig 8. For table describing miRNAs with anti-correlated targets, the miRNA ID, miR_class (down_enhanced, down_counteracted), number of miRNAs annotated and anti-correlated target genes, average Spearman and Pearson’s correlation and pvalue were reported. Similarly, for miRNAs target interactions, the mRNA target ID and description, technical evidence of miRNA-target interaction as well as its belonging to the developmental phenotypes (middle_ear_development, hematopoiesis, skeleton, skin, bodyweight) were described. Finally enrichment analysis for miRNAs targets, presenting ontology ID and description, fold enrichment, P-value, False Discovery rate (FDR) significance and annotated genes were reported for UP_UP and UP_DOWN classes (see Fig 8 and results).
(XLSX) Click here for additional data file.

# Supplementary material for: Hypomorphic mutation of the mouse Huntington’s disease gene orthologue
**Source:** PLoS Genet. 2019 Mar 21;15(3):e1007765. doi: 10.1371/journal.pgen.1007765
**Supplement:** S3 Fig — A) M (log ratio) and A (mean average) (MA) plot representations of mRNA-seq pairwise comparisons of Hdhex4/5/ex4/5 Htt null (dKO) versus wild-type (WT) genotypes in ESC and RA-diff cells showing the average log10 signal (Counts Per Million—CPM) against the log2 Fold Change (FC) for each gene. Genes significantly up- regulated or down-regulated in the comparison are highlighted in red and blue, respectively. Numbers of differentially expressed genes are displayed (parenthesis). B) The Venn diagram reports the total number of genes that are commonly or specifically dysregulated comparing cells with Htt wild-type (WT) or Htt-null (dKO) genotypes in ESC and RA-DIFF cells. C) MA plot representations of miRNA-seq pairwise comparisons. Legends, abbreviation and colors as in A). D) The Venn diagram reports the total number of miRNAs that are commonly or specifically dysregulated comparing cells with Htt wild-type (WT) or Htt-null (dKO) genotypes in ESC and RA-DIFF cells. E) Heatmap reports the top 25 most enriched Reactome and KEGG pathways associated with genes up and down-regulated in ESC and RA-DIFF cells in absence of huntingtin. The number of affected genes within each pathway is indicated (numbers in the cells).

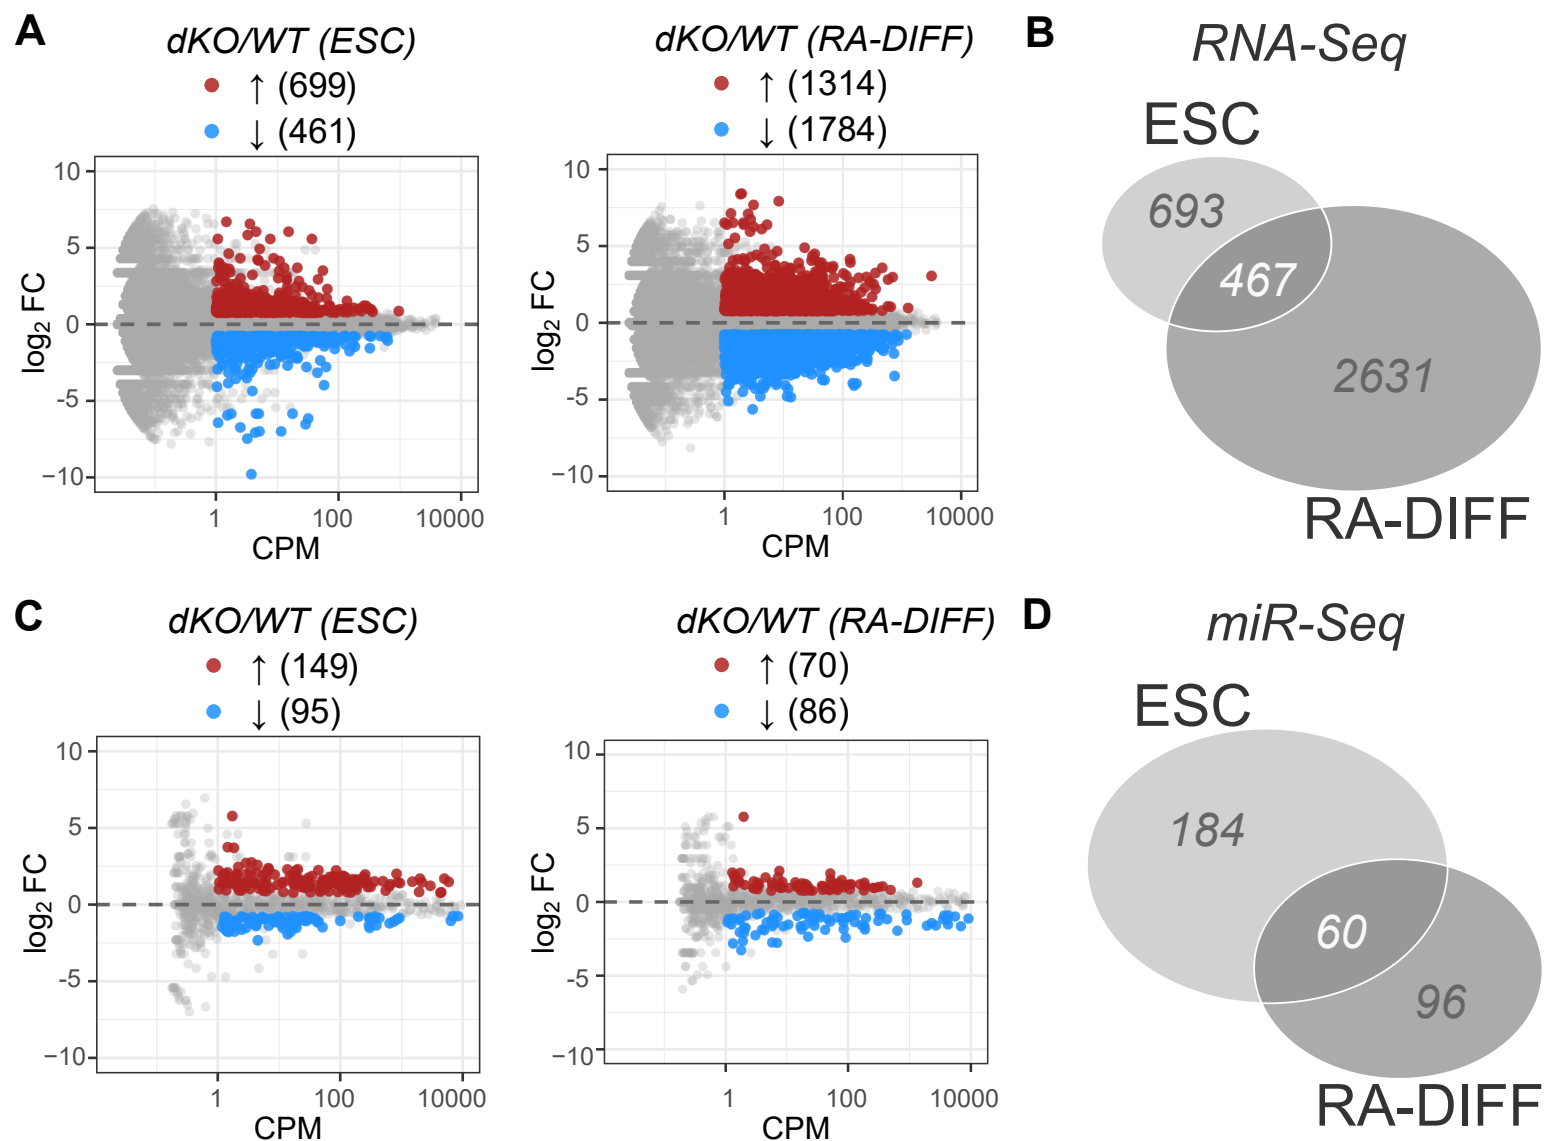

**E**

*HTT dKO effects*

|                                             |    |    |     |     |
|---------------------------------------------|----|----|-----|-----|
| axon development GO_BP                      | 25 | 15 | 80  | 68  |
| Neuronal System REACTOME                    | 11 | 11 | 44  | 26  |
| PI3K-Akt signaling pathway KEGG             | 14 | 15 | 14  | 72  |
| skin development GO_BP                      | 7  | 12 | 19  | 41  |
| pattern specification process GO_BP         | 14 | 12 | 50  | 72  |
| ear development GO_BP                       | 13 | 7  | 26  | 41  |
| MAPK signaling pathway KEGG                 | 9  | 8  | 29  | 32  |
| developmental cell growth GO_BP             | 9  | 9  | 30  | 34  |
| ossification GO_BP                          | 13 | 18 | 19  | 95  |
| skeletal system development GO_BP           | 20 | 19 | 42  | 113 |
| Collagen formation REACTOME                 | 0  | 11 | 3   | 40  |
| ECM proteoglycans REACTOME                  | 4  | 10 | 0   | 37  |
| Integrin cell surface interactions REACTOME | 2  | 11 | 1   | 40  |
| connective tissue development GO_BP         | 14 | 15 | 15  | 67  |
| skeletal system morphogenesis GO_BP         | 8  | 11 | 29  | 57  |
| sensory organ development GO_BP             | 28 | 17 | 57  | 92  |
| cartilage development GO_BP                 | 8  | 10 | 13  | 49  |
| bone development GO_BP                      | 6  | 9  | 15  | 50  |
| heart development GO_BP                     | 20 | 17 | 32  | 102 |
| generation of neurons GO_BP                 | 68 | 42 | 198 | 212 |
| neuron differentiation GO_BP                | 65 | 37 | 186 | 188 |
| Extracellular matrix organization REACTOME  | 9  | 20 | 5   | 112 |
| organ morphogenesis GO_BP                   | 39 | 36 | 81  | 208 |
| blood vessel morphogenesis GO_BP            | 25 | 26 | 21  | 153 |
| regulation of cell differentiation GO_BP    | 72 | 47 | 145 | 282 |
| cell adhesion GO_BP                         | 56 | 60 | 91  | 270 |
| cell migration GO_BP                        | 41 | 43 | 88  | 266 |

ESC\_UP   ESC\_DOWN   RA-DIFF\_UP   RA-DIFF\_DOWN

**FDR**

<1. 10<sup>-40</sup>  
 <1. 10<sup>-20</sup>  
 <1. 10<sup>-10</sup>  
 <1. 10<sup>-5</sup>  
 <1. 10<sup>-3</sup>  
 <1. 10<sup>-2</sup>  
 <5. 10<sup>-2</sup>  
 <1. 10<sup>-1</sup>  
 <5. 10<sup>-1</sup>  
 <1. 10<sup>0</sup>

# Supplementary material for: Hypomorphic mutation of the mouse Huntington’s disease gene orthologue
**Source:** PLoS Genet. 2019 Mar 21;15(3):e1007765. doi: 10.1371/journal.pgen.1007765
**Supplement:** S1 Table — Table summarizes total number of raw and aligned reads for RNA-seq (A) and miRNA-seq (B) experiments. Data are related to Fig 6 and S2 and S3 Figs.

**Suppl. Table 1 related to Figure 6 and Suppl. Fig 2 and 3**

**Total number of aligned reads for RNA-seq (A) and miRNA-seq (B)**

A)

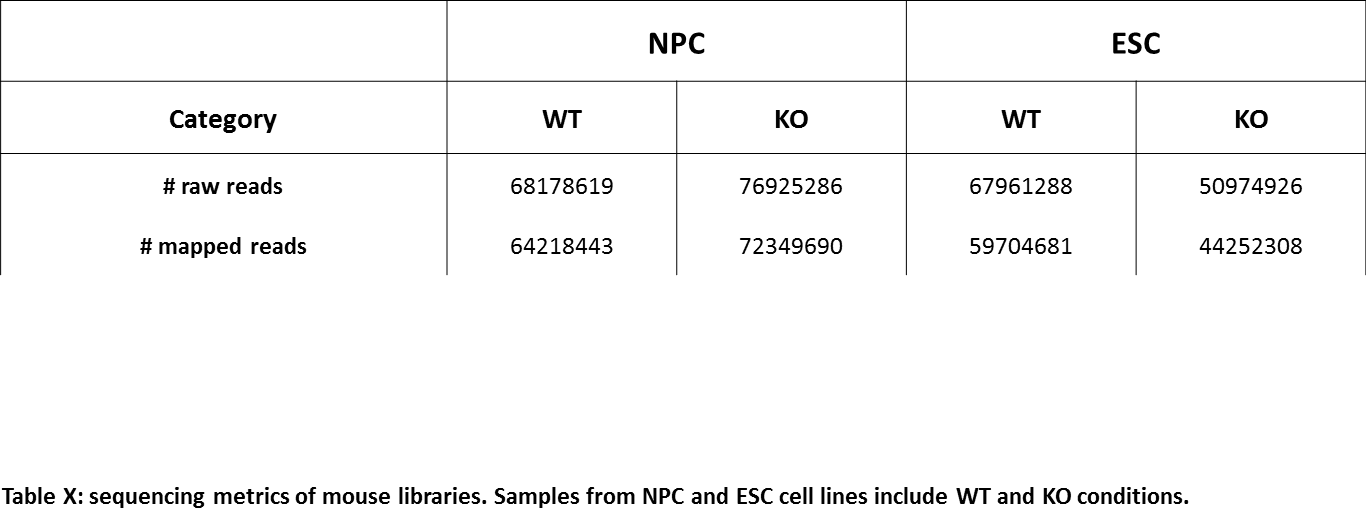

**RA-DIFF**

B)

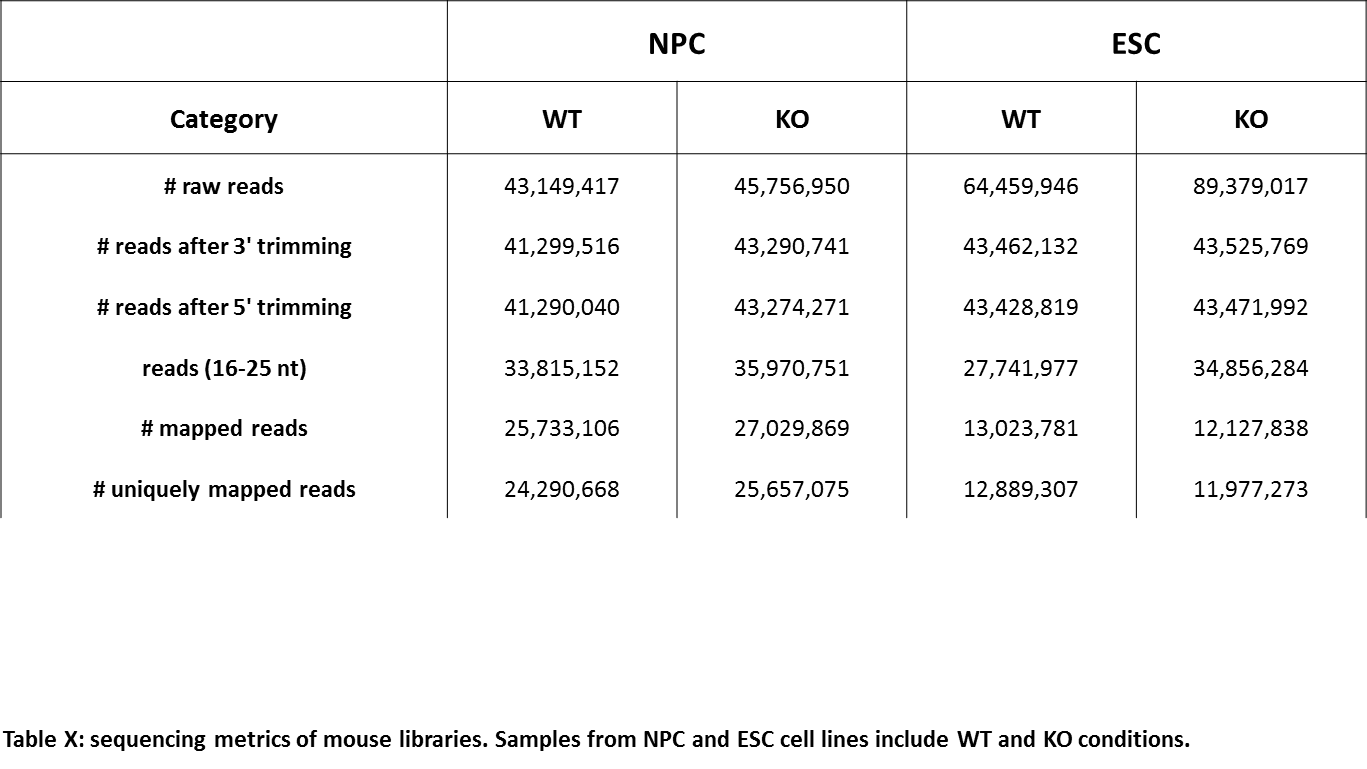

**RA-DIFF**

# Supplementary material for: Hypomorphic mutation of the mouse Huntington’s disease gene orthologue
**Source:** PLoS Genet. 2019 Mar 21;15(3):e1007765. doi: 10.1371/journal.pgen.1007765
**Supplement:** S2 Table — Data are related to Fig 7 of the main text.

|  | Reference papers | | | Web-tools |
| --- | --- | --- | --- | --- |
| Body size | | 1. Kemper et al. Genome Biology 2012, 13:244 | <http://www.rgd.mcw.edu>  GO:0035264 Multicellular organism growth | |
| Skin | | 1. Jung H-J, et al. Molecular and Cellular Biology. 2014; 34(24):4534-4544 2. Richard G. 2004 American Journal of Medical Genetics Part C (Semin. Med. Genet.) 131C:32–44 | <http://www.rgd.mcw.edu>  MP:0003941 Abnormal skin development | |
| Skeleton | | 1. Lingjie Li et al. Cell Reports 2013; Volume 5, Issue 1, 3-12 2. Chen C et al. The Journal of Biological Databases and Curation. 2016; 2016:baw127 | <http://101.200.211.232/skeletongenetics/Analysis.php>  GO:0001501 Skeletal system development  <http://www.rgd.mcw.edu>  MP:0003036 Vertebral transformation | |
| Middle Ear | | 1. Mallo M. 1998.Int. J. Dev. Biol. 42, 11–22 2. Mallo M. 2001 Developmental Biology 231, 410–419 (2001) | <http://www.rgd.mcw.edu>  GO:0043583 Ear development, Middle ear morphogenesis | |
| Hematopoiesis | |  | <http://www.rgd.mcw.edu>  GO:0048534 Hematopoietic or lymphoid organ development | |

**Suppl. Table 2**

**Source description of the papers/webtools used to create the manually annotated genes’ lists for genes-associated-phenotypes**

How the deposited data were processed for this re-analysis (not part of the article)

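RNA and small RNA of mouse embryonic stem cells (ESC) and of cells differentiated from them with retinoic acid (RA-DIFF) were sequenced from a wild-type and a Hdh ex4/5 homozygous (Htt-null) line. The 8 samples cover 8 conditions, 4 for each assay, with 1 library per condition, and all 8 deposited columns were assigned to a sample by name; no column of per-sample values was left unused.

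For the RNA-seq table, the authors aligned 50 bp paired-end reads to GRCm38 with TopHat, guided by GENCODE transcripts, counted them on genes with HTSeq in the intersection-nonempty mode and deposited the raw counts. Options not named in the Methods, such as the strand option, were left at their defaults by the paper's account. For the small RNA table, the authors trimmed adapters with cutadapt, mapped reads of miRNA length to the mature miRNAs of miRBase with BWA, kept uniquely mapped reads and deposited raw counts per mature miRNA. Neither table was normalized before deposition, no replicates were pooled, and every entry names a gene or a miRNA. The RNA-seq table holds 32567 genes, between 27290 and 28575 of them with at least 1 count in a library, and the small RNA table 1073 miRNAs, between 991 and 1018 of them with at least 1. The 10 most abundant features took between 3.16% and 3.96% of the counts in the RNA-seq libraries, but 61.4% and 67.7% in the ESC and 91.1% and 87.8% in the RA-DIFF small RNA libraries (labelled Htt-null and wild type). For a miRNA a count of 0 allows up to 3 counts, or 0.117 to 0.250 CPM. Binomial intervals are Wilson intervals at the 95% level. For CPM they cover counting error only, and for shares of called features they treat the features as independent draws.

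Normalization and tests were run with edgeR 4.0.16 in R 4.3.3, and tables, simulations and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. TMM factors were computed over the 4 libraries of an assay. With 1 library per condition no dispersion within a condition can be estimated, and the quasi-likelihood test was not fitted. A model with additive terms for genotype and stage, which would treat the stages as replicates, was not fitted either. The exact test was run with an assumed dispersion of 0.01, which the p-values printed in S1 File correspond to. The Methods print 0.1, which is an alternative. A feature was called when its p-value was under 0.05, its absolute log2 fold change above 0.75 and its log2 CPM averaged over the 4 libraries above 0. Log2 CPM for medians of lists used a prior count of 2. Features called with RA-differentiation in wild-type cells and with the Htt genotype at either stage were placed in the classes up_up, up_down, down_up and down_down, and those with opposite Htt calls at the 2 stages were left out. No p-value is printed, and a test on the reads of 2 libraries compares those libraries, not the conditions.

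The lists of marker genes, the settings above and most alternatives were fixed before the data were examined: the named genes are Htt, the polycomb genes and miRNAs the paper names, the 3 features with the largest increase and the 3 with the largest decrease per assay and stage among the called features with at least 100 counts in the higher library, the genes of the marker lists, and 5 genes the paper names for embryos. Some genes that this rule names are not reported here. The 18 marker lists cover pluripotency, neuron, neural progenitor, astrocyte, oligodendrocyte, fibroblast and mesenchyme, endothelium, primitive and visceral endoderm, erythroid, epidermis, neural crest, the Y chromosome, imprinted genes of the Dlk1-Dio3 region on chromosome 12 (12qF1) and elsewhere, PRC2, PRC1, retinoic acid response and Hox genes, and 8 lists cover miRNA clusters. Each median log2 ratio of a marker list or miRNA cluster was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. For chromosomes the 10000 random lists were drawn from all genes above the expression limit, without matching on expression. The percentiles describe these libraries. Genes at or under 3 counts in both libraries of a stage were left out of a list's median.

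Of the 32567 genes, 32304 were found in GENCODE vM21, and the start of 96.6% of them lay within 1000 bp of the deposited annotation's; gene positions are those of GENCODE vM21 on GRCm38. Positions of miRNAs come from RefSeq on the same build, which has 1068 of the 1073. Chromosome medians were taken over genes above the expression limit and compared in bins of 10 Mb with at least 10 genes; GC content, length and expression level were fitted as trends of degree 3.

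The calling step was tested on simulated counts drawn from the means and totals of the real libraries: all 200 changed genes were called in the right direction among 15498 tested, 29 unchanged genes were called in ESC and 12 in RA-DIFF, and the median error of the log2 fold change was -0.0117. An unchanged list of 12 genes lay at the 60.5th percentile of random lists and a list raised by 1 at the 100th. Because the RA and Htt comparisons share libraries, 100 sets of libraries without an Htt effect were also simulated at a dispersion of 0.01 and at 0.1, and 100 with each stage at the dispersion (0.0125 in ESC, 0.0242 in RA-DIFF) that gives the spread of its log2 ratios over genes with at least 1000 counts in both libraries.

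The alternatives were median-of-ratios size factors, library size alone, assumed dispersions of 0.04 and 0.1, no expression limit or a limit of 3, an absolute log2 fold change above 1, Benjamini-Hochberg adjustment, the likelihood ratio test, TMM over features with at least 10 counts in every library, a prior count of 0.5, list genes above the expression limit, other bases of the shared percent and other rules for the classes. Chosen after seeing the data were the exchange of the RA-DIFF labels, the setting of each chromosome's median to 0, TMM and library size of the miRNAs without the 10 most abundant, the simulation at the spread of each stage, and the count of features called at both stages in the same direction. The libraries of RA-DIFF are named by the labels of the deposited tables. The enrichment analyses of Gene Ontology, pathways, ChIP-seq targets and published cell type markers are not used here.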

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

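The tests of an exchange of labels, of the output and the imprint of the Dlk1-Dio3 region, of a gain of chromosomes 8 and 11, of GC content, gene length and expression level, of the share of mesenchyme-like cells in the culture labelled Htt-null, of leftover ES cells in the culture labelled wild type and of the directions at both stages were chosen only after the result was seen. With 1 library per condition, no difference between ESC and RA-DIFF was tested as such; each pattern marked here as differing between the stages rests on opposite signs in single pairs of libraries.

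Htt itself drew attention because its log2 ratio of Htt-null over wild type had opposite signs at the 2 stages, -0.58 in ESC and 0.43 in RA-DIFF by the deposited labels, with counting intervals that exclude 0. A candidate explanation, written down once read counts of single genes and the library totals had been seen to go against the paper's, is that the genotype labels of the RA-DIFF columns are exchanged in the deposited tables relative to the paper. The standard deviation of the log2 difference between the wild-type RA-DIFF values of S1 File and the column labelled Htt-null was 0.0074, against 0.821 for the column labelled wild type, which fits an exchange of names between the paper and the tables. Among the 19 marker lists, miRNA clusters and chromosomes outside the random lists at both stages, 16 moved in opposite directions by the labels. The other 3 moved in the same direction, and an exchange would give such counts too. Of the 16, 9 are chromosomes, which are tied to each other through the normalization and are not independent. After removal of the trends in GC content, length and expression level, chromosomes 9, 16 and M had the same sign at both stages. The rest of the 9 kept opposite signs, with the largest values for chromosomes 1 (0.15 and -0.16) and 8 (0.42 and -0.27). Whether the tables or S1 File carries the genotypes as the cultures had them cannot be read from the values alone. An effect of genotype that truly turns over with RA-differentiation stays open as a biological explanation that was not tested.

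The same opposition was seen in marker lists. The neuron list had a median log2 ratio of 0.21 in ESC and -1.25 in RA-DIFF, the oligodendrocyte list -0.33 and 1.33, the fibroblast and mesenchyme list -0.83 and 1.82, and the primitive and visceral endoderm list -0.41 and 0.56, each outside the middle 95% of random lists at both stages. Under the exchange each of them has one sign at both stages. A smaller share of mesenchyme-like cells in the Htt-null culture and a larger one cannot be told apart from the RA-DIFF values, since all 16 genes of the list move together and only the label gives the direction. A larger share of such cells in whichever culture carries the label Htt-null may explain the pattern: the lowest of the 16 log2 ratios was 1.24, while the neuron and pluripotency lists fell. In ESC, a different amount of feeder fibroblasts cannot be told apart from a difference between the lines: the list had a median of -0.83, but Fn1 (-0.14) and Sparc (0.11), which ES cells express at a high level, would hide a small share of fibroblasts.

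Undifferentiated cells could also shift RA-DIFF. The pluripotency list had a median of -2.67 in RA-DIFF by the labels, with 11 of 12 genes lower in the library labelled Htt-null, and undifferentiated cells left in the Htt-null culture cannot be told apart from those left in the wild-type culture because the direction depends on the labels. If leftover ES cells kept the ESC level of each gene, their share could not exceed the lowest level among the 12 pluripotency genes, which in the library labelled wild type was 0.328% of that in ESC; the median of the 12, used here as a wider limit, was 1.41%, and the highest 61.2%. Of the 347 genes that fell with RA-differentiation and were lower in the library labelled Htt-null, 265 had an excess above that wider limit, with a median excess over all 347 of 5.05%, which argues against leftover ES cells as the whole cause.

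Chromosome 8 was marked both as a signal outside the genes the paper discusses and for opposite signs: its median was 0.36 in ESC and -0.22 in RA-DIFF. In ESC, 90.6% of its 815 genes lay above the median of the other chromosomes. GC content, length or expression level is argued against, since the median was 0.42 after these trends were removed. What fits is a gain of chromosome 8 in part of the cells of the Htt-null ESC culture: all 13 bins of 10 Mb lay above the other chromosomes in ESC. Once the labels are exchanged, the 13 bins lie above them in RA-DIFF as well. A whole-chromosome copy number difference between the lines, in all of their cells, cannot be told apart from it: the value of 0.36 and the size of 0.22 in RA-DIFF lie below the 0.58 of 3 copies over 2, but the sign in RA-DIFF depends on the labels, and how far expression follows copy number was not tested. Chromosome counts of the cultures were not analysed here, and a change in the regulation of many genes of the chromosome stays open as untested.

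Chromosome 11 had a median of 0.22 in ESC, with 84.6% of its 1221 genes above the other chromosomes, all 13 bins above them, and 0.28 after removal of the trends in GC content, length and expression level, which argues against these trends as the cause. A gain of chromosome 11 in part of the cells of the Htt-null ESC culture fits. In RA-DIFF its median was 0.01, which may reflect the loss of such cells during differentiation; the share of cells was not measured. When each chromosome's median was set to 0, 741 mRNAs were called higher and 417 lower in ESC.

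The miRNAs of the Dlk1-Dio3 region were marked because 97 of the 99 tested were higher in Htt-null ESC, with a median log2 ratio of 1.48, and because the median in RA-DIFF was -0.38 by the labels. A higher output of the whole domain in the Htt-null ESC culture fits, since Meg3 (1.21), Rian (0.97), Mirg (0.60), Rtl1 (0.58) and Dlk1 (1.14) rose as well, and the list of these 5 genes had a median of 0.97 in ESC and 0.11 in RA-DIFF. A change of imprint that turns on the maternally expressed genes at the expense of the paternally expressed ones would lower the paternally expressed Dlk1, which rose by 1.14. Dlk1 was low in ESC, however, with 188 reads (2.88 CPM) in Htt-null ESC and 113 (1.30 CPM) in wild-type ESC. A level this low need not stand for the whole culture, so Dlk1 cannot decide on the imprint. A lasting switch of the domain between the lines, equal at both stages, is argued against by the median of -0.38 in RA-DIFF, whose size under either assignment of the labels is far below that in ESC. Scaling by library size gave 1.71 and -0.85 and left the signs. The state of the domain in the 2 lines before this experiment is a biological explanation that was not tested.

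Clusters of miRNAs on the X chromosome opposed each other between the stages. The miR-106a-363 cluster, whose miR-19b and miR-92a are shared with the miR-17-92 cluster, had medians of 1.29 in ESC and -0.49 in RA-DIFF, and the cluster of miR-465, miR-470 and their neighbours -1.05 and 0.45. With library size alone the RA-DIFF medians were -0.97 and 0.05, so that the second depends on the scaling. No other explanation than the exchange of labels, for which the number of sets in opposite directions (16) was counted above, was tested for them.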

How the results depend on the processing

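In all, 315 results were recomputed under the alternatives that apply to them, giving 1098 values: 846 stayed near the main value, 246 moved and 6 reversed. A count was taken to stay when it was within 1.5 times the main count, a share when it lay in its 95% interval, a log2 ratio of a gene when it lay in its counting interval, and a median of a list when it moved by less than the spread of random lists. The exchange of RA-DIFF labels, chromosome medians set to 0, TMM and library size without the 10 most abundant miRNAs, and the same-direction counts, were chosen after seeing the data. No paired analysis was run, since each condition has 1 library and a pair of genotypes within a stage has no replicate. Where no reason is given, the cause was not tested.

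The likelihood ratio test, TMM over features with at least 10 counts in every library, a prior count of 0.5, TMM without the 10 most abundant miRNAs and chromosome medians set to 0 moved none of the counts, shares and medians beyond these limits. Median-of-ratios size factors moved only the ESC medians of chromosome 8, to 0.33, and chromosome 11, to 0.19.

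At an assumed dispersion of 0.1, fewer features pass by construction of the test: mRNAs higher and lower in Htt-null ESC numbered 154 and 100 (main 693 and 459), in RA-DIFF 814 and 526 (1783 and 1318), down with RA 2679 in wild-type and 2476 in Htt-null cells (4020 and 3813), with 70.0% shared (72.6%), 64 called at both stages (467), 26 of them in the same direction (186), and classes of 352 up_up, 319 up_down, 298 down_up and 176 down_down (885, 823, 752 and 410). The miRNAs numbered 91 and 17 in ESC (149 and 95), 37 and 8 in RA-DIFF (86 and 70), 5 at both stages (60), 2 in the same direction (17), and 34, 4, 23 and 12 in the classes (70, 31, 47 and 51). At 0.04, 297 mRNAs were called at both stages, 114 in the same direction, and 11 miRNAs in the same direction. With Benjamini-Hochberg adjustment 119 mRNAs were called at both stages in the same direction.

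With the mean log2 CPM above 3, fewer features are tested: mRNAs numbered 188 and 175 in ESC, 1006 and 625 in RA-DIFF, 3376 up and 2538 down with RA in wild-type cells, 2327 down in Htt-null cells, 71.5% shared, 167 at both stages, 60 in the same direction, and 437, 387, 368 and 192 in the classes; miRNAs numbered 97 and 56 in ESC, 55 and 44 in RA-DIFF, 151 up and 136 down with RA in wild-type cells, 130 up in Htt-null cells, 10 at both stages in the same direction, 40 up_up and 18 up_down. Without any expression limit more are tested: mRNAs numbered 2195 and 1174 in ESC, 2725 and 2561 in RA-DIFF, 8177 up and 7031 down with RA in wild-type cells (main 5296 and 4020), 7194 down in Htt-null cells, 62.4% shared, 853 at both stages, 375 in the same direction, and 1341, 1519, 1338 and 909 in the classes; 51.1% of the miRNAs were shared (58.1%). Most of the added genes have few counts, and the depth limits their calls.

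With the absolute log2 fold change above 1, a stricter limit, mRNAs in ESC numbered 414 and 250, 71.1% were shared, 222 were called at both stages, 95 in the same direction, and 541 were up_down; miRNAs lower numbered 51 in ESC and 44 in RA-DIFF, 31 were called at both stages, 10 in the same direction, 20 were up_down and 31 down_down.

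Library size alone moved the miRNAs as well: 52 lower in ESC, 45 higher and 207 lower in RA-DIFF, 120 up and 397 down with RA in wild-type cells (main 236 and 215), 84 up and 511 down in Htt-null cells (203 and 271), 71.0% shared, 104 at both stages, 30 up_up, 74 down_up and 110 down_down. The share of higher calls went from 61.1% to 78.4% in ESC and from 55.1% to 17.9% in RA-DIFF. With the 10 most abundant miRNAs left out of the library size, RA-DIFF had 57 higher and 149 lower, 27.7% higher. Cluster medians in RA-DIFF became -0.85 for Dlk1-Dio3 (1.71 in ESC), 0.87 for miR-290-295 (main 1.35), -0.97 for miR-106a-363, -0.80 for miR-17-92 (main -0.33), -0.49 for the Sfmbt2 intron cluster (main -0.07) and 0.0474 for the X cluster of miR-465. The chromosome 8 median was 0.42 in ESC and -0.28 in RA-DIFF, that of chromosome 11 was 0.27 in ESC and reversed to -0.0399 in RA-DIFF (main 0.01). Also reversed under library size alone were Bmi1 in RA-DIFF (-0.0263, main 0.03), Pcna in ESC (0.0300, main -0.03), Nanog in ESC (0.0406, main -0.02) and miR-200a-3p in ESC (0.0751, main -0.16). The neural crest median in RA-DIFF reversed from 0.52 to -0.0713 with the genes under the expression limit left out, a change from fewer genes. The epidermis median in RA-DIFF changed sign under the same alternative, from 0.41 to -0.33, but moved by less than the spread of random lists.

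The rules for the classes moved the miRNAs: 24 up_up and 17 down_down with the Htt direction from RA-DIFF only, 95 down_up with the RA direction from Htt-null cells, and 78 down_up with the RA direction from the mean over both genotypes. The shared percent over the calls in wild-type cells was 83.0% for mRNAs and 73.6% for miRNAs, and over those in Htt-null cells 84.4% and 70.0%. With the RA-DIFF labels exchanged, 75.6% of the mRNAs and 64.9% of the miRNAs were shared, 281 mRNAs and 43 miRNAs were called at both stages in the same direction, and 51 miRNAs were up_down.

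Among single genes and miRNAs, 129 values moved and 4 reversed out of 530, of which 102 and 4 under library size alone and 27 and 0 under median-of-ratios size factors.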

Differences from the paper's values

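Of the 22 miRNAs of S4 File, 8 fell in the class that the paper gives them, against the paper's 22. None of the alternatives set before the data were examined closed the gap: 8 did so with median-of-ratios size factors, no expression limit, the likelihood ratio test, TMM over features with at least 10 counts or the RA direction from Htt-null cells, 7 with the mean log2 CPM above 3 or Benjamini-Hochberg adjustment, 6 at a dispersion of 0.04, 5 with library size alone, 3 with the absolute log2 fold change above 1, 2 at a dispersion of 0.1, 11 with the RA direction from the mean over both genotypes, and 0 with the Htt direction from RA-DIFF only. With the RA-DIFF labels exchanged, an alternative chosen after seeing the values, 22 did.

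For 9 genes the RA-DIFF log2 fold change of Htt-null against wild type had the opposite sign to the paper's value in S1 File. The values, with the paper's in parentheses, were Hoxa2 -1.49 (the paper's 1.49), Nes 0.53 (the paper's -0.53), Slc1a3 1.17 (the paper's -1.17), Slc1a2 -1.50 (the paper's 1.50), Col1a1 2.06 (the paper's -2.06), Nanog -2.20 (the paper's 2.20), Klf4 0.33 (the paper's -0.33), H19 4.08 (the paper's -4.08) and Evx2 -5.14 (the paper's 5.14). Neither median-of-ratios size factors nor library size alone, set before the data were examined, closed any of these gaps. The exchange of labels, chosen after seeing the values, closes them: the direction turns over and each value is the paper's to the digits printed.

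The gene counts of the RA-DIFF library labelled wild type added up to 110.6 M (megareads), and S1 Table gives about 64 M aligned reads for this condition, the paper's value, read by eye. None of the alternatives set before the data were examined bears on this total; under the exchange of labels, chosen after seeing the values, the total for wild type is 100.9 M, which does not close the gap. For the other 3 RNA-seq libraries the totals were 100.9, 87.9 and 63.6 M (RA-DIFF labelled Htt-null, wild-type ESC and Htt-null ESC), against about 72, about 60 and about 44 M in S1 Table, read by eye. In S1 Table wild type has the smaller of the 2 RA-DIFF totals, as it has under the exchange and not by the labels. For the small RNA, S1 Table shows about 24 M for wild-type and about 26 M for Htt-null RA-DIFF, read by eye, and the deposited columns hold 25656673 reads under the label wild type and 24290346 under the label Htt-null.

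Some directions also differ. The paper gives more mRNAs lower than higher in Htt-null RA-DIFF and more miRNAs lower than higher. By the labels, 1783 mRNAs were higher and 1318 lower, and 86 miRNAs were higher and 70 lower. Under the exchange, chosen after seeing the values, 1318 mRNAs were higher and 1783 lower, against the paper's 1314 and 1784. The miRNAs then numbered 70 higher and 86 lower, which are the paper's counts. The paper's text places the mRNAs largely in up_down, and the legend of Fig 6C places most of them in up_up and up_down together; by the labels the largest class was up_up with 885 against 823 in up_down, while up_down was the largest under 2 of the alternatives set before the data were examined, with 801 against 701 for the Htt direction from RA-DIFF only and 1519 against 1341 without an expression limit, and also with the RA-DIFF labels exchanged, chosen after seeing the values, with 1035 against 806. The paper describes the miRNAs as evenly spread over the classes; by the labels they numbered 70, 31, 47 and 51, and with the exchange 53, 51, 50 and 68. The paper places most neuron genes in up_up and most astrocyte and oligodendrocyte genes in up_down. By the labels the neuron list had a median of -1.25 and the oligodendrocyte list one of 1.33 in RA-DIFF. The astrocyte list had one of 0.20, inside the random lists, with 7 genes higher and 3 lower. The paper places most genes of its bodyweight, skin, skeleton, middle ear and hematopoiesis lists in up_down; by the labels the skeleton genes of S3 File had a median of 1.14 in RA-DIFF and the fibroblast and mesenchyme list one of 1.82. For these lists the exchange turns the direction over, but the astrocyte genes stay split. After it Slc1a3, Aldh1l1 and Gja1 are up_down, Gfap is up_up and Slc1a2 is in no class. The bodyweight genes behave otherwise, with a median of -0.37 by the labels, 10 genes each in up_up and up_down, and 12 in each after the exchange.

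The shared part of the RA response was 72.6% of the mRNAs and 58.1% of the miRNAs called in either genotype. By the labels, a basis of the calls of one genotype, set before the data were examined, already narrowed the gap. In wild-type and Htt-null cells it gave 83.0% and 84.4% of the mRNAs, and 73.6% and 70.0% of the miRNAs. The paper's shares of 86% and 79% were reached or approached with the RA-DIFF labels exchanged, chosen after seeing the values, over the calls of one genotype: 85.3% and 86.3% of the mRNAs, and 77.7% and 78.3% of the miRNAs, in wild-type and Htt-null cells.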

Other observations

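The tests of chance variation between cultures on the number of calls, of the same at the spread of the abundant genes, and of the most abundant miRNAs were chosen only after the result was seen.

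In 100 simulated sets of libraries without an Htt effect at a dispersion of 0.01, at most 47 mRNAs were called higher in ESC, far fewer than the 693 observed, which argues against chance variation of that size. At a dispersion of 0.1, with calls still made at 0.01, at least 1646 were called higher, far more than observed. Variation of that size in every gene is thus too large, which does not argue against chance as a source of the calls. With each stage simulated at the spread of its abundant genes, at most 59 were called higher in ESC, which argues against that spread as well. A dispersion between that spread and 0.1 was not simulated and could give the observed number by chance. A spread that differs from gene to gene was not simulated either, and both stay open.

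The numbers of mRNAs over the classes are larger than chance values of the shared wild-type libraries gave at the spread of the abundant genes: no simulated class held more than 127, and the smallest observed held 410. Their unevenness is another matter. The observed ratio of down_up to down_down was 1.83 by the labels and 1.28 with the RA-DIFF labels exchanged. The simulated ratio had a median of 1.37 and reached 2.30 at the spread of the abundant genes, reached 2.18 at a dispersion of 0.01, and stayed at or under 1.13 at 0.1. The ratio of up_up to up_down by the labels, 885 to 823, lay above the simulated range at the spread of the abundant genes (0.445 to 0.989). It lay inside the ranges at 0.01 (0.366 to 1.90) and at 0.1 (0.871 to 1.10). With the RA-DIFF labels exchanged it was 806 to 1035. That lay inside the ranges at the spread of the abundant genes and at 0.01, and below the range at 0.1. Chance may therefore add to the excess of down_up over down_down, and to that of up_down over up_up after the exchange. How much of each it gives is open.

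Scaling by library size alone left few miRNAs called higher in RA-DIFF. The hypothesis that the 10 most abundant miRNAs, which took most of the RA-DIFF counts, may be the cause was tested by leaving them out of the library size: 27.7% of the calls were then higher, against 17.9% with them and 55.1% under TMM, so that they account for part of the difference at most.

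Loss of the Y chromosome in all cells of one line is argued against by the Y-linked counts. The lowest in any RNA-seq library was 202, for Kdm5d in Htt-null ESC. Loss in part of the cells of a culture stays open, since all 4 genes of the Y-linked list were lower in the RA-DIFF library labelled wild type. The Y-linked list had a median log2 ratio of 0.37 in ESC and 1.12 in RA-DIFF, one of the 3 sets with the same direction at both stages by the labels. Ddx3y had 4440 reads in the RA-DIFF library labelled Htt-null and 1630 in the one labelled wild type. Xist was low, with 458 and 751 reads in Htt-null and wild-type ESC and 26 and 96 in the RA-DIFF libraries labelled Htt-null and wild type.

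The miR-290-295 cluster, which is abundant in ESC, went against the pluripotency mRNAs in RA-DIFF: its median was 1.35, with 15 of 16 miRNAs higher in the library labelled Htt-null, where the pluripotency list had -2.67. In ESC the cluster had -0.45 and the list -0.09. The miRNA and the RNA libraries carry the same labels, so an exchange of labels in both tables leaves the opposition in place. No explanation was tested.

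In the Sfmbt2 intron cluster 32 of 33 miRNAs were lower in Htt-null ESC, with a median of -0.67, and the median in RA-DIFF was -0.07. The miR-17-92 cluster had 0.63 in ESC and -0.33 in RA-DIFF. Many miRNAs of the Sfmbt2 cluster differ by few bases, and only uniquely mapped reads were counted.

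Imprinted genes outside the Dlk1-Dio3 region stood out in RA-DIFF. Their list of 16 had a median of 0.79, above all 10000 random lists, and -0.11 in ESC. H19 had 56339 reads in the library labelled Htt-null and 3778 in the one labelled wild type, a log2 ratio of 4.08; Mest had 255493 and 26349 (3.46) and Igf2 43494 and 17716 (1.48). Grb10 was lower in Htt-null ESC by a log2 ratio of -1.46. Mesenchyme expresses H19, Mest and Igf2 as well, and no explanation was tested.

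The 26 genes of the mitochondrial genome had a median of 0.11 in ESC and -0.56 in RA-DIFF, which became 0.02 once trends of GC content, length and expression level were removed.

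Genes that the paper names for embryos were measured in these cells too. Hoxa2 had 359 reads in the RA-DIFF library labelled Htt-null and 1144 in the one labelled wild type, 10 in Htt-null ESC and 0 in wild-type ESC. Gsc had 8, 4, 58 and 89 reads in the same order, Flg 2, 1, 0 and 0, and Lor 70, 23, 15 and 10. For Flg no difference was detectable at this depth. Pcna had log2 ratios of -0.03 in ESC and -0.25 in RA-DIFF.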
